# Global translational control by the transcriptional repressor TrcR in the filamentous cyanobacterium *Anabaena* sp. PCC 7120

**DOI:** 10.1038/s42003-023-05012-9

**Published:** 2023-06-15

**Authors:** Zi-Qian Wang, Yiling Yang, Ju-Yuan Zhang, Xiaoli Zeng, Cheng-Cai Zhang

**Keywords:** Bacterial genetics, Ribosome, Bacterial genes

## Abstract

Transcriptional and translational regulations are important mechanisms for cell adaptation to environmental conditions. In addition to house-keeping tRNAs, the genome of the filamentous cyanobacterium *Anabaena* sp. strain PCC 7120 (*Anabaena*) has a long tRNA operon (*trn* operon) consisting of 26 genes present on a megaplasmid. The *trn* operon is repressed under standard culture conditions, but is activated under translational stress in the presence of antibiotics targeting translation. Using the toxic amino acid analog β-N-methylamino-L-alanine (BMAA) as a tool, we isolated and characterized several BMAA-resistance mutants from *Anabaena*, and identified one gene of unknown function, *all0854*, named as *trcR*, encoding a transcription factor belonging to the ribbon-helix-helix (RHH) family. We provide evidence that TrcR represses the expression of the *trn* operon and is thus the missing link between the *trn* operon and translational stress response. TrcR represses the expression of several other genes involved in translational control, and is required for maintaining translational fidelity. TrcR, as well as its binding sites, are highly conserved in cyanobacteria, and its functions represent an important mechanism for the coupling of the transcriptional and translational regulations in cyanobacteria.

## Abstract (web summary)

A gene of unknown function, now named trcR (Translational Control Regulator), is identified as a repressor for the transcription of the trn operon, which is activated under translational stress in the presence of antibiotics targeting translation.

## Introduction

Transcriptional and translational regulations are critical mechanisms for an organism to adapt to environmental changes. Under certain stress conditions, for example, cells tend to reduce global protein synthesis while upregulating the expression of genes involved in stress resistance^1^. Compared to transcriptional control, regulation at the translational level has more direct and rapid impact on protein amounts and activities. Translational control is a complex process, which may occur at multiple levels, such as the regulation of aminoacyl-tRNA synthetase (aaRS) activity, changes of tRNA pool, ribosome heterogeneity, tRNA modification, translational fidelity control, and selective mRNA translation, etc.^1–4^.

Cyanobacteria are the earliest known microorganisms on Earth to produce oxygen through photosynthesis^5^. Like other organisms, cyanobacteria coordinate both transcriptional and translational processes for better adaptation to environmental changes and fitness maintenance. However, translational regulation has been poorly studied in cyanobacteria. Recently, a few studies explored the contribution of post translational modification on environmental adaptability^6,7^. Ignacio Luque et al. found that in the cyanobacterium *Anabaena* sp. strain PCC 7120 (*Anabaena* hereafter), a tRNA operon (*trn*) was activated when cells encountering translational stress^8^. Two types of tRNA genes were found in *Anabaena*. One of these types contains 48 tRNA genes that are scattered on the chromosome and transcribed under standard laboratory conditions. These tRNA genes encode housekeeping tRNAs^8,9^. The other type includes 26 tRNA genes that constitute the *trn* operon, which is on the δ plasmid and is silent under normal laboratory culture conditions, but activated when cells encounter translational stress^8^. The transcription of the *trn* array was induced by addition of antibiotics targeting translation, and increased *trn* expression favored survival of *Anabaena* under translational stress induced by antibiotics^8^. This study proved that a large tRNA array (*trn* operon), normally silenced, could be activated and participate in the process of translational regulation. However, the underlying mechanism for the regulation of this large *trn* operon remained unknown^8^.

Amino acids analogs, by disturbing the translational process, have been extensively used for probing translational responses in various organisms^10–12^. One of such analogs, β-N-methylamino-L-alanine (BMAA), is a non-protein amino acid. BMAA inhibits both the proofreading activity and the alanine aminoacylation activity of the human alanyl-tRNA synthetase, and is also a substrate of the human alanyl-tRNA synthetase by forming BMAA-tRNA^Ala^ ^13^. In addition, some studies have demonstrated that BMAA can be incorporated into polypeptides during protein synthesis^14–17^. Therefore, BMAA is able to cause translational stress in cells through multiple mechanisms. Previously, we provided evidence that BMAA, as an amino acid analog toxic to cyanobacteria, could be used as a valuable tool for the studies of amino acid transport as well as translational control in cyanobacteria such as *Anabaena*^18,19^. *Anabaena* is a filamentous and multicellular cyanobacterium. In addition to using combined nitrogen such as nitrate and ammonium as nitrogen sources, it can also fix atmospheric nitrogen through heterocysts, whose differentiation is induced under the condition of combined-nitrogen deficiency^20^. Previously, using *Anabaena* as a model organism and BMAA as a molecular tool, through screening of BMAA-resistance mutants and genetic analysis, we explored the toxic mechanisms of BMAA to cyanobacteria and the translational stress response when cells are challenged by BMAA^18,19^. By this method, we found that BMAA is imported into *Anabaena* mainly through N-I and N-II amino acid transport systems, and that the N(6)-threonylcarbamoyl adenosine (t^6^A) modification of tRNA plays an important role in translational regulation^18,19^. In addition to BMAA, antibiotics targeting different steps of the translational process are also used for applying the translational stress by inhibiting translation. For example, kasugamycin (Ksg) blocks translation initiation by targeting the 30 S ribosomal subunit^21^, while chloramphenicol (Cm) inhibits translation elongation by binding to the 50 S ribosomal subunit^22^.

In this study, we report the analysis of several mutations conferring BMAA-resistance, and occurring in *all0854*, which we annotated as *trcR* (Translational Control Regulator). TrcR is a transcriptional repressor with a global impact on the expression of genes involved in translational processes. Furthermore, we show that TrcR is a repressor for the transcription of the large *trn* operon, thus providing a regulation mechanism on the expression of this *trn* array. The role of TrcR in translational control constitutes a new mechanism for the coupling of transcriptional and translational regulations reported in cyanobacteria.

## Results

### *trcR* (*all0854*), a gene conferring BMAA sensitivity in *Anabaena*

Previously, we showed that BMAA-resistance mutants allowed us to study the mechanism of BMAA toxicity and translational control in cyanobacteria^18,19^. Among the 20 BMAA-resistance mutants obtained, 17 (M1-M17) of them have been described in the previous studies^18,19^. Here, we focused on M18, M19, and M20, the remaining three BMAA-resistance mutants that could still grow, despite poorly, in the presence of 50 μM BMAA, while the WT growth was completely inhibited under the same conditions (Supplementary Fig. 1, Supplementary Table 1).

Whole-genome resequencing of M20 revealed that a single transition mutation of T131C occurred in *trcR* (*all0854*), resulting in a replacement of Leu at position 44 by a Pro residue in the corresponding protein (Supplementary Table 1 and Supplementary Data 1). Our previous studies on the other BMAA-resistance mutants have identified three genes, *alr4167, all1284* and *alr2300*, which play roles in amino acid uptake (*alr4167* and *all1284)* or t^6^A modification of tRNA (*alr2300*) (Supplementary Table 1)^18,19^. Therefore, for the other two mutants M18 and M19, we checked whether any mutation occurred in *trcR*, *alr4167*, *all1284* or *alr2300* by PCR coupled with sequencing. The results showed that both also had mutations in *trcR*, with M19 having the same mutation as that in M20, and M18 having a mutation of C215A that resulted in a replacement of Ala72 by an Asp residue in TrcR (Supplementary Table 1).

To further verify that the mutation in *trcR* is responsible for BMAA resistance, one deletion mutant Δ*trcR* was created. We found that Δ*trcR* was resistant to BMAA in contrast to the WT (Fig. 1). Furthermore, complementation of M20 and Δ*trcR* with *trcR* (M20-C*trcR* or C-*trcR*) fully restored their BMAA sensitivity to the WT level (Fig. 1). These results confirmed that the mutation of *trcR* is responsible for BMAA resistance of *Anabaena*.

**Fig. 1:**
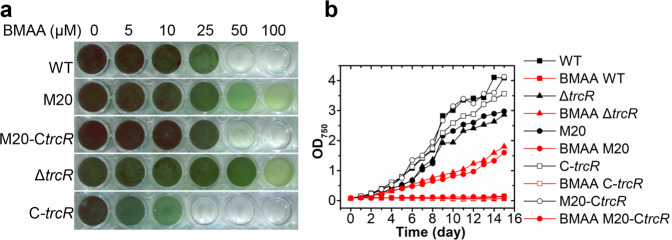
BMAA sensitivity test in the WT, M20, Δ*trcR*, M20-C*trcR* and C-*trcR*. **a** Cell growth in 24-well plates containing indicated concentrations of BMAA in BG11 medium. **b** Growth curves of the same strains with 25 μM BMAA (red) or without BMAA (black). Data represents the mean values of two independent experiments.

### TrcR is an autoregulated transcriptional repressor

TrcR was annotated as an unknown protein in the data banks. We made a sequence alignment and found that TrcR contains a region with a ribbon-helix-helix (RHH) domain (Supplementary Fig. 2). Proteins of the RHH family may bind DNA in a sequence-specific manner, and thus function as transcription factors^23–25^. To test if TrcR is a transcription factor, we tested whether it binds to its own promoter, since many transcription factors are autoregulated. Sequence alignment of the promoter regions of *trcR* and its homologous genes from other cyanobacteria revealed the presence of a highly conserved DNA motif (5'-ATACTACACTTGTATTAC-3') (Fig. 2a). Five DNA fragments containing or nearby the promoter region of *trcR* were then selected as the candidate substrates of TrcR (Fig. 2b). The EMSA results showed that DNA3 and DNA4, two DNA fragments containing an overlapping region, showed retarded migration on the gel due to TrcR binding (Fig. 2c). Further experiment showed that competition for TrcR binding could be observed between unlabeled DNA3 and DNA4 and the respective FAM-labeled fragments. The competition of unlabeled DNA4 with FAM-labeled DNA3, or of unlabeled DNA3 with FAM-labeled DNA4, also occurred；in contrast, no such competition happened with DNA1 (Fig. 2, panels d and e; Supplementary Fig. 3), demonstrating that TrcR specifically binds to DNA3 and DNA4.

**Fig. 2:**
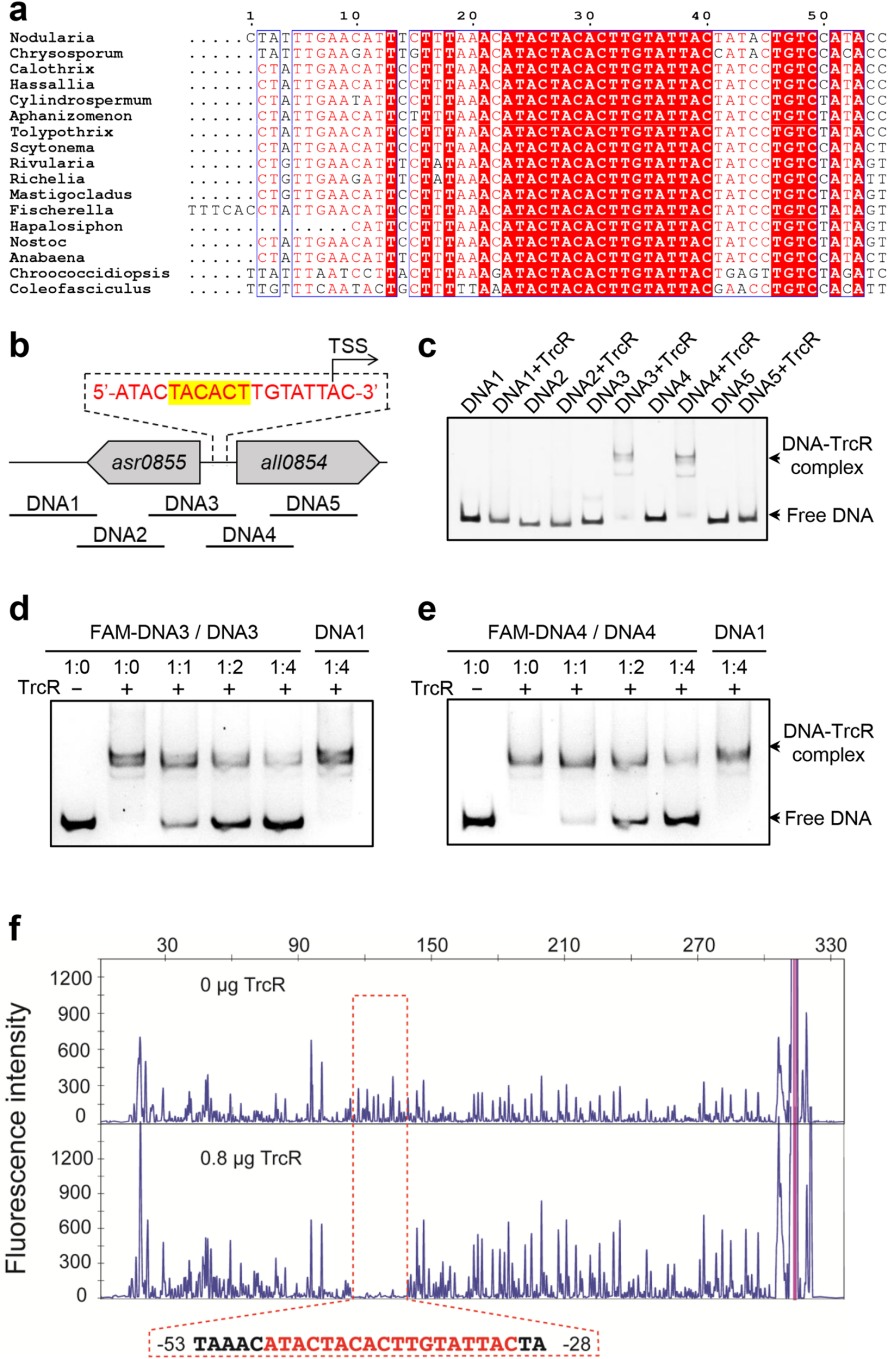
TrcR binds to a conserved DNA motif at its own promoter region. **a** Sequence alignment of the promoter regions of *trcR* and its homologous genes from different cyanobacteria. Nodularia: *Nodularia spumigena* CCY9414; Chrysosporum: *Chrysosporum ovalisporum*; Calothrix: *Calothrix* sp. PCC 7507; Hassallia: *Hassallia byssoidea* VB512170; Cylindrospermum: *Cylindrospermum stagnale* PCC 7417; Aphanizomenon: *Aphanizomenon flos-aquae* 2012/KM1/D3; Tolypothrix: *Tolypothrix* sp. PCC 7601; Scytonema: *Scytonema tolypothrichoides* VB-61278; Rivularia: *Rivularia* sp. PCC 7116; Richelia: *Richelia intracellularis*; Mastigocladus: *Mastigocladus laminosus* UU774; Fischerella: *Fischerella* sp. JSC-11; Hapalosiphon: *Hapalosiphon* sp. MRB220; Nostoc: *Nostoc punctiforme* PCC 73102; Anabaena: *Anabaena* sp. PCC 7120; Chroococcidiopsis: *Chroococcidiopsis thermalis* PCC 7203; Coleofasciculus: *Coleofasciculus chthonoplastes* PCC 7420. **b** Schematic Illustration of the 5 DNA fragments selected for EMSA. −10 box (yellow background) and transcription start site (TSS) of *trcR* based on the RNA-Seq data from Mitschke et al.^26^ are shown in the conserved motif identified in **a**. **c** EMSA performed with DNA1 to DNA 5 in the presence or absence of TrcR. **d**, **e** EMSA competition with unlabeled DNA. **d** unlabeled DNA3 competes the binding of TrcR with FAM-labeled DNA3. **e** unlabeled DNA4 competes the binding of TrcR with FAM-labeled DNA4. **f** TrcR binding region determined by DNase I footprinting. The TrcR protected region is indicated by a red box with sequences shown below (0.8 μg TrcR, lower panel). As a negative control, the corresponding region without TrcR addition was also shown (upper panel). Letters in red indicates the conserved motif identified in (**a**).

To determine the binding site of TrcR, truncated forms of DNA3 and DNA4 were tested for their TrcR binding activity by EMSA (Supplementary Fig. 3c, d). The results confirmed that a region of 25 bp from −50 to −25 (relative to the translational start site of *trcR*) is essential for TrcR binding (Supplementary Fig. 3). Footprinting assay revealed that a DNA fragment from -53 to -28 was protected by TrcR from DNase I digestion (Fig. 2f). As expected, both regions obtained via EMSA and Footprinting assays contain the motif (5'-ATACTACACTTGTATTAC-3') conserved in front of *trcR* and its homologs in other cyanobacteria (Fig. 2 and Supplementary Fig. 3).

Based on the RNA-Seq results^26^, the −10 box region ‘TACACT’ and transcription start site (TSS) of *trcR* overlaps with TrcR binding site, (Fig. 2b), suggesting that TrcR could have an autorepression function. To confirm this hypothesis, a plasmid expressing CFP under the control of the *trcR* promoter (p_*trcR*_CFP) was transformed into WT, M20 or Δ*trcR*. Strong CFP fluorescence was observed in the two mutants (M20::p_*trcR*_CFP and Δ*trcR*::p_*trcR*_CFP), while little fluorescence was detected in the WT (WT::p_*trcR*_CFP) (Fig. 3a). This result suggested that TrcR acted as an autorepressor. To further test this hypothesis, we expressed TrcR in the WT or Δ*trcR* using a plasmid p_CT_TrcRp_*trcR*_CFP in which *trcR* was controlled by an inducible CT promoter, allowing protein expression only in the presence of inducers (Cu^2+^ and theophylline), and the p_*trcR*_CFP fusion was also present as a reporter on the same plasmid^27^. As expected, in the absence of inducers, the *trcR* mutant (Δ*trcR*::p_CT_TrcR-p_*trcR*_CFP) exhibited stronger CFP fluorescence than that of WT (WT::p_CT_TrcR-p_*trcR*_CFP). However, when inducers were supplied in the medium, the fluorescence disappeared in the *trcR* mutant (Δ*trcR*::p_CT_TrcR-p_*trcR*_CFP), while no fluorescent change was observed in the same mutant expressing the transcriptional fusion alone (Δ*trcR*::p_*trcR*_CFP) (Fig. 3b, c), demonstrating that the production of TrcR in cells led to repression of the *trcR* promoter. Our results, all together, proved that TrcR binds to its own promoter and acts as a transcriptional repressor.

**Fig. 3:**
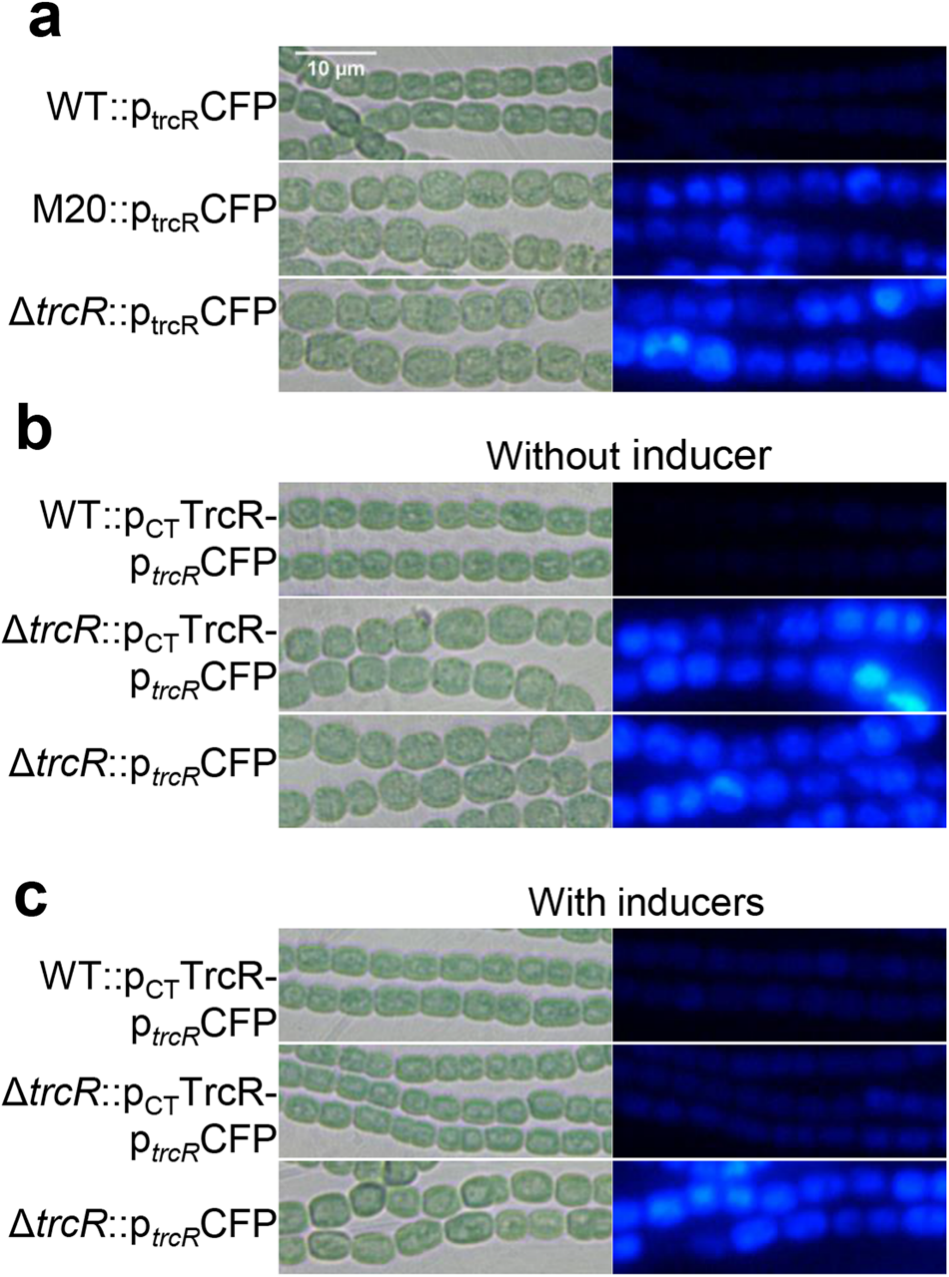
TrcR is an autorepressor as shown with microscopic images of CFP reporter fluorescence. **a** A plasmid bearing a CFP reporter gene under the control of the *trcR* promoter (p_*trcR*_CFP) in WT, M20 and Δ*trcR* backgrounds. **b** WT or Δ*trcR* bearing a replicative plasmid with the expression of TrcR driven by an inducible system (the CT promoter, P_CT_), together with p_*trcR*_CFP as in (**a**). No inducers were added, thus no induction of TrcR from the plasmid. Δ*trcR*::p_*trcR*_CFP as in A was used as a control. **c** Same experiments performed as in (**b**) but with addition of inducers (0.6 μM Cu^2+^ + 2 mM Tp) in the growth medium for the expression of *trcR* from the inducible promoter P_CT_, and CFP expressed from the promoter of *trcR* (p_*trcR*_CFP).

By aligning TrcR with other RHH family proteins, we found that the mutation in M20 resulted in a change from a Leu residue at position 44 to a Pro residue, and this Leu44 is conserved at the helix B in TrcR (Supplementary Fig. 2). This observation suggests that Leu44 is essential for the DNA-binding activity of TrcR. Therefore, we tested the DNA-binding activity of a corresponding mutant form of TrcR (TrcR-L44P, TrcR with Leu^28^ to Pro^28^ mutation), and the results indicated that TrcR-L44P lost the binding activity to the promoter of *trcR* (Fig. 4a–c). These results, together with those obtained with other target-binding sites as described below, demonstrated the binding specificity of TrcR.

**Fig. 4:**
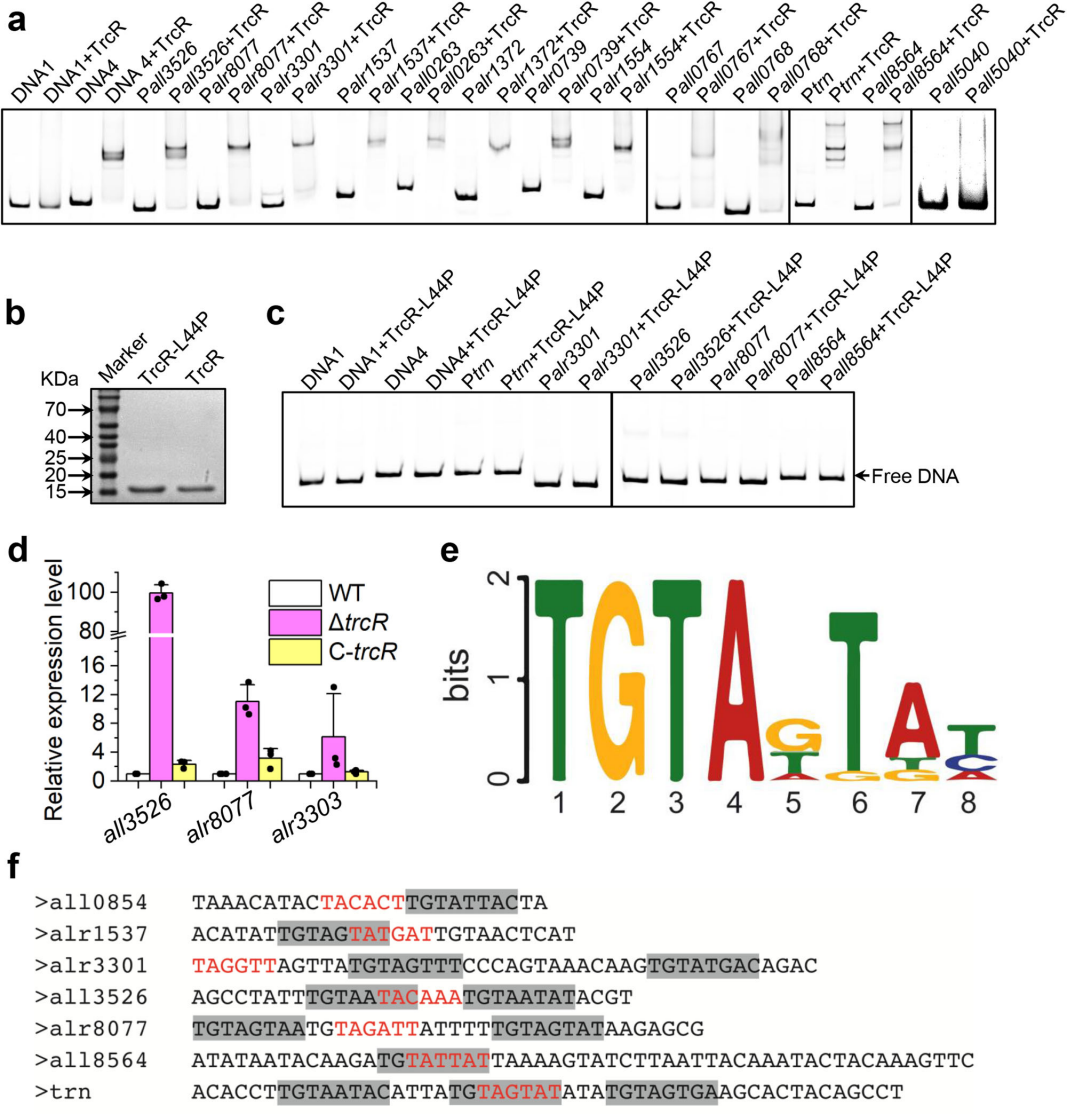
Regulation of several genes under the control of TrcR. **a** EMSA showing the binding of TrcR to the promoter regions of *trn* and other potential target genes (with more than 8-folds upregulation in Δ*trcR*). **b** Purification and quantification of TrcR and TrcR-L44P (TrcR bearing a mutation with replacement of L44 by P) used for EMSA by SDS-Polyacrylamide Gel Electrophoresis following Coomassie blue staining. **c** Binding assay of TrcR-L44P to the promoters of *trn*, *alr3301*, *all3526*, *alr8077* and *all8564* tested by EMSA. No binding to any promoter was detected. **d** Transcription levels of *all3526*, *alr8077* and *alr3303* quantified by qRT-PCR in WT, Δ*trcR* and C-*trcR*. *n* = 3 biologically independent samples. The experiment was repeated three times for each sample. Data shown are the mean values ± S.D. **e** The consensus binding motif of TrcR based on the DNA region protected by TrcR in footprint experiments. Analysis was performed by using MEME on website (https://meme-suite.org/meme/tools/meme). **f** Relative positions of the identified TrcR binding motif (shaded background) and the −10 boxes (red letters) are shown in the promoter regions of *trcR*, *alr1537*, *alr3301*, *all3526*, *alr3077, all8564* and *trn*. The positions of −10 boxes were deduced based on the RNA-Seq data from Mitschke et al.^26^.

### TrcR regulates transcription of genes involved in translation

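The transcriptomes examined here are those of WT *Anabaena* and of Δ*trcR*, the strain in which most of the ORF of *all0854* (*trcR*) was deleted. Each strain was represented by 3 RNA-seq libraries from cultures in logarithmic phase. The paper states that BGI performed the RNA-seq and the data analysis and refers to an earlier publication for the details. The authors deposited, for each library, a list of genes with an expected count, which is an estimate of the reads or fragments that came from the gene, and an FPKM value, which scales that count by the length of the gene and the size of the library. The aligner, the counting tool, the genome build and whether the counting used the strand are not given in the sources used here. A gene that a library did not list was set to 0 counts in it. The expected counts summed to 8043295, 7749882 and 7840724 in Δ*trcR* replicates 1, 2 and 3, and to 8302867, 8058006 and 8068266 in WT replicates 1, 2 and 3. Between 95 and 103 genes per library had a count that was not whole, and the counts were rounded before testing. In total 5972 genes were listed, and 5047 of them passed the filter on low counts of edgeR (filterByExpr). The 20 most abundant genes took between 47.3% and 48.5% of the counts in Δ*trcR* and between 54.3% and 55.9% in WT. The counts were therefore normalized by the TMM method, with factors from 1.088 to 1.1 in Δ*trcR* and from 0.882 to 0.94 in WT. With library sizes only, the log2 fold change of the median gene would be 0.28 in place of 0.02. Genes were compared between the 2 strains with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over all genes tested. A gene was called changed at an adjusted p under 0.05 and a fold change of at least 2. The counts of any 2 replicates of a strain differed by more than sampling noise, with a chi-square between 2.92 and 9.50 per degree of freedom, so no library was counted as a copy of another. The coefficient of variation between replicates common to all genes was 4.66%. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so the test fitted across all genes was used.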

Next, to identify genes of the TrcR regulon, we compared the transcriptome of WT and Δ*trcR*. RNA-seq data showed that 266 genes were differentially expressed in Δ*trcR*, with at least 2-fold changes when compared to WT. 

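The deleted gene was examined first. *all0854* had 0 counts in each of the 3 Δ*trcR* libraries, and 43, 63 and 62 counts in WT replicates 1, 2 and 3. In WT this amounted to 7.52 ± 1.43 TMM-normalized CPM (SD, n = 3). A count of 0 allows up to 3 counts per library, or 0.348 CPM in Δ*trcR*, so *all0854* was at least 21.6-fold lower in Δ*trcR*, a limit that covers counting error only. Across the genome, 302 of the 5047 genes tested changed at least 2-fold. In 300 of these 302 genes, all 3 Δ*trcR* values lay on one side of all 3 WT values. This was so for 47.1% of all genes tested, and chance gives 10% for 3 against 3. The fold change was the narrower of the 2 criteria, since 1900 genes had an adjusted p under 0.05 with any fold change. Of the called genes, 56 changed less than 2.2-fold, and 88 genes with an adjusted p under 0.05 changed between 1.8- and 2-fold. With each library left out in turn, between 305 and 319 genes were called. The alternative that moved the number most tested whether the fold change exceeded 2 (glmTreat of edgeR) and called 158 genes.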

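Of the genes called in Δ*trcR*, 227 were higher and 75 were lower, so 75.2% were higher. With library sizes only, 353 genes were higher and 45 were lower, so 88.7% were higher, and all of the 227 genes were among the 353. The 10 genes with the largest increase, with log2 fold changes from 4.50 for *all0767* to 8.78 for *all0768*, are all listed in Table 1. The decreases were smaller and came from genes with fewer counts. Of the genes called lower, 40 of 75 had a mean of under 50 counts per library, against 59 of the 227 called higher. After *all0854*, the largest decrease was that of *all8030*, which had 5, 9 and 3 counts in Δ*trcR* and 45, 54 and 56 in WT (log2 fold change -3.37, standard error 0.30, adjusted p = 1.67e-09 from the quasi-likelihood test of edgeR). *alr8563* changed by -2.77 (standard error 0.23, adjusted p = 6.61e-10) and *asr0460* by -2.72 (standard error 0.29, adjusted p = 3.61e-08) on the log2 scale. The more abundant *all8032* and *all4545* fell from 43.0 ± 3.16 and 60.2 ± 5.25 TMM-normalized CPM in WT to 6.93 ± 0.129 and 9.77 ± 1.41 in Δ*trcR* (SD, n = 3). *all1440*, annotated *nifK*, had between 21 and 34 counts in WT and 5 or 6 in Δ*trcR*, with a log2 fold change of -2.54. *all9031*, with a log2 fold change of -2.53, and a pair of genes without a name complete the 10 largest decreases.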

Among the 266 genes, 203 genes were upregulated and 63 genes downregulated in Δ*trcR* (Supplementary Fig. 4, Supplementary Data 2 and Data 3). We narrowed down the candidate genes to 18 by choosing those with more than 8-fold changes, and all of them were upregulated in Δ*trcR* (Table 1), consistent with the idea that TrcR functions mainly as a repressor. 

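In the deposited counts, 19 genes were more than 8-fold higher in Δ*trcR* and 2 were more than 8-fold lower. All 18 genes that exceed 8-fold in Table 1 were among the 19. The remaining gene was *alr0744*, singled out after its values were seen, with 70, 59 and 52 counts in Δ*trcR* and 3, 6 and 10 in WT. Its log2 fold change of 3.02 (standard error 0.29, adjusted p = 9.03e-09 from the quasi-likelihood test of edgeR) lay at the limit of 8-fold, and it exceeded 8-fold in 9 of the 15 alternative analyses that tested it. The genes that were more than 8-fold lower were the deleted *all0854* and *all8030*. For *all0768*, which had only 11, 9 and 18 counts in WT, the log2 fold change moved between 8.58 and 9.10 as each library was left out. For *all3526*, with 232 to 255 counts in WT, it stayed between 6.28 and 6.37. The paper sets the direction of these changes beside the idea that TrcR functions mainly as a repressor.

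**Figure D1:**
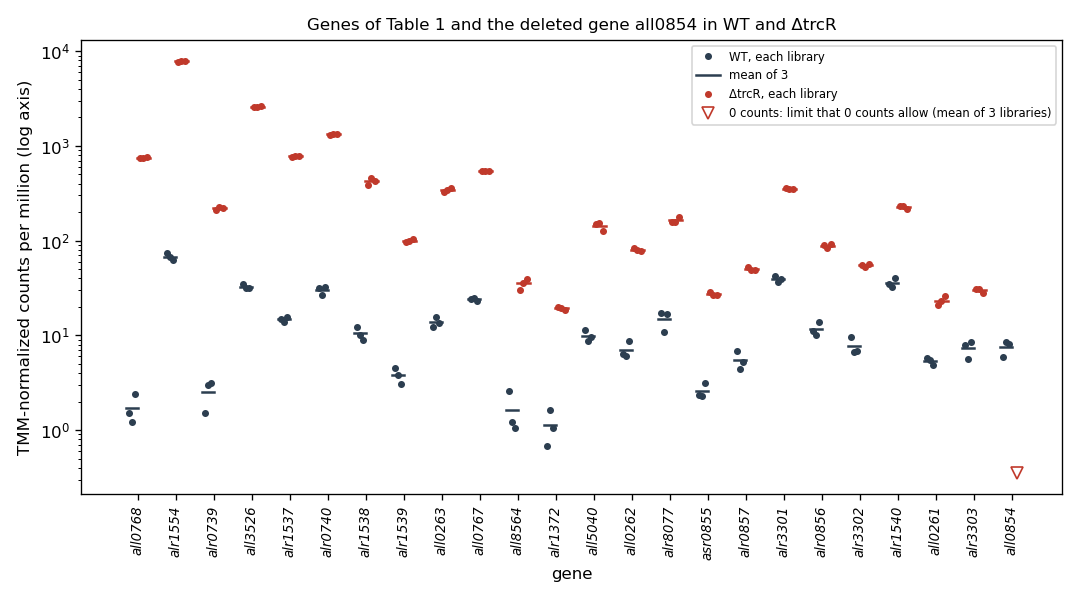
TMM-normalized CPM (log axis) of the 23 genes of Table 1 and of *all0854* in the 3 WT libraries (dark points) and the 3 Δ*trcR* libraries (red points), with genes ordered by log2 fold change and a line at each mean. The open triangle is the level that 0 counts of *all0854* allow in Δ*trcR*, 0.348 CPM, and in all 23 genes of Table 1 the Δ*trcR* libraries lie above the WT libraries.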

EMSA were performed to test the interaction between TrcR and the promoters of the candidate genes, except for the promoter between *asr0855*-*all0854* (Fig. 2b), which was already confirmed (Fig. 2). 

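Within the groups of consecutive genes, the fold changes differed along each group. *all0263* rose from 13.8 ± 1.67 TMM-normalized CPM in WT to 342 ± 15.8 in Δ*trcR* (SD, n = 3), a log2 fold change of 4.64 (standard error 0.08). The log2 fold change was 3.50 (standard error 0.10) for *all0262* and 2.11 (standard error 0.14) for *all0261*. In the group from *alr3301* to *alr3303*, *alr3301* rose by 3.15 (standard error 0.06) and *alr3302* by 2.82 (standard error 0.11) on the log2 scale. *alr0739* rose from 2.55 ± 0.908 to 219 ± 6.77 CPM, a log2 fold change of 6.42, and *alr0740*, with the higher level in both strains, rose from 30.3 ± 3.28 to 1327 ± 9.74, a log2 fold change of 5.45. In the group from *alr1537* to *alr1540*, the log2 fold change was 5.71 (standard error 0.07) for *alr1537*, 4.73 (standard error 0.11) for *alr1539* and 2.67 (standard error 0.07) for *alr1540*. *alr1540* also had the highest WT level of these 3 genes, 35.8 ± 4.11 CPM, against 14.9 ± 0.921 for *alr1537* and 3.77 ± 0.737 for *alr1539*. Among the genes with values given here, the largest adjusted p was 5.69e-12, for *all0261* (quasi-likelihood test of edgeR), and each gene stayed called with each library left out in turn.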

Note that only the promoter sequence of the first upstream gene was selected for those consecutive genes that may constitute an operon, i.e. *alr3301* promoter for *alr3301*-*3303*, *all0263* promoter for *all0261*-*0263*, *alr0739* promoter for *alr0739*-*0740* and *alr1537* promoter for *alr1537*-*1540*. The EMSA results showed that except for the promoter of *all5040* that lacks a TrcR binding site, all the tested DNA fragments exhibited band shift in the presence of TrcR (Fig. 4a). 

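Of 3 genes related to translation, *all3526* had 22945, 21603 and 22515 counts in the Δ*trcR* libraries and 255, 232 and 239 in the WT libraries, or 2594 ± 45.8 and 32.6 ± 1.99 TMM-normalized CPM (SD, n = 3). Its log2 fold change was 6.32 (standard error 0.07, adjusted p = 2.18e-27 from the quasi-likelihood test of edgeR). *alr8077* had 1402, 1322 and 1510 counts in Δ*trcR* and 125, 81 and 127 in WT, or 164 ± 11.5 and 14.9 ± 3.47 CPM, a log2 fold change of 3.46 (standard error 0.10, adjusted p = 6.00e-19). *alr3303* was the least changed of the 3 genes, with 276, 261 and 241 counts in Δ*trcR* and 58, 42 and 64 in WT, or 30.1 ± 1.60 and 7.34 ± 1.48 CPM. Its log2 fold change of 2.03 (standard error 0.12, adjusted p = 2.03e-12) ranged from 1.87 to 2.14 as each library was left out.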

Among those target genes, *all3526*, *alr3303* and *alr8077* are related to translation. *all3526* (*rtcB*) encodes a widely distributed RNA ligase RtcB, which is involved in tRNA intron splicing in eukaryotes and archaea^29^, and the repair of cleaved 16 S rRNA and tRNAs in bacteria^30,31^. *alr8077* (*rsgA*) encodes the ribosome assembly factor RsgA that is involved in the late stages of 30 S subunit maturation^32,33^. *alr3303*, which is cotranscribed with *alr3301* and *alr3302* (Supplementary Fig. 5), encodes a ribosome modification protein RimK, an ATP-dependent glutamate ligase that adds glutamate residues to the C-terminus of the ribosomal protein S6^34^. The post-translational modification of S6 has been shown to be important for translational control and environmental adaptation in cells^35–37^.

**Table 1:** List of genes with more than 8-fold increase in the transcriptional levels in Δ*trcR*.

Gene ID	Fold change		Function
*all0261*		4.052915	sugar transport system permease protein
*all0262*		10.63186	threonine dehydratase
*all0263*		23.84687	AAA family ATPase
*all0767*		22.02014	endoribonuclease L-PSP
*all0768*		322.6987	GNAT family N-acetyltransferase
*all3526*		77.33209	RtcB family protein; RNA-splicing ligase RtcB
*all5040*		13.73592	DUF1194 domain-containing protein
*all8564*		17.32671	HNH endonuclease; Restriction endonuclease
*alr0739*		71.56269	hypothetical protein
*alr0740*		42.48551	slipin family protein; membrane protease subunit
*alr1372*		12.89042	TIGR02452 family protein
*alr1537*		50.08121	GNAT family N-acetyltransferase
*alr1538*		38.23092	DMT family transporter
*alr1539*		23.77193	cupin domain-containing protein
*alr1540*		6.225956	N-acetylmuramoyl-L-alanine amidase
*alr1554*		112.6749	ABC transporter ATP-binding protein
*alr3301*		8.717753	hypothetical protein
*alr3302*		6.700311	hypothetical protein
*alr3303*		3.89125	Ribosomal protein S6 modification protein RimK
*alr8077*		10.00235	ribosome-associated GTPase
*asr0855*		9.186091	hypothetical protein
*alr0856*		7.226703	HNH endonuclease
*alr0857*		8.479061	hypothetical protein

Neighbor genes that may be transcribed from the same operon are also listed.

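All 23 genes of Table 1 were called higher in Δ*trcR*, over all genes tested and adjusted over the list alone. The list was chosen by the study from these libraries, so the second number is not independent evidence. In each of the 23 genes the lowest Δ*trcR* library exceeded the highest WT library, and all 23 were called in each of 16 alternative analyses. Between 18 and 20 of them exceeded 8-fold in those analyses. Beside the deleted gene, *asr0855* rose from 2.59 ± 0.497 to 27.3 ± 1.32 TMM-normalized CPM (SD, n = 3), *alr0856* from 11.8 ± 2.00 to 88.6 ± 3.89, and *alr0857* from 5.52 ± 1.21 to 50.3 ± 2.28. Their log2 fold changes were 3.39, 2.91 and 3.19 respectively. *all0767*, which neighbors *all0768*, rose from 24.0 ± 0.988 to 543 ± 2.06 CPM. *all5040* had 1340, 1298 and 1067 counts in Δ*trcR* and 83, 64 and 73 in WT, a log2 fold change of 3.86. *alr1372* had the lowest WT counts of the genes in Table 1, 5, 12 and 8, and its log2 fold change of 4.09 (standard error 0.20) moved between 3.84 and 4.44 as each library was left out.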

To further confirm the transcriptome data, qRT-PCR was performed to check the transcript levels of *all3526*, *alr8077*, and *alr3303* in the WT, Δ*trcR* and C-*trcR* strains (Fig. 4d). The results revealed that the transcription levels of these genes were significantly upregulated when TrcR was absent in the cells. The observed regulation was further validated by using CFP as a reporter (Supplementary Fig. 6). A transcriptional fusion of promoter region of *all3526*, *alr3301* or *alr8077* was made and transferred, respectively, into the WT or the Δ*trcR* mutant. As expected, all the CFP fusions showed stronger CFP fluorescence in Δ*trcR* than that in the WT (Supplementary Fig. 6). Together, these results demonstrate that TrcR is a transcriptional repressor that prevents transcription of *all3526*, *alr3301* and *alr8077*, genes related to translational process.

Further footprinting assays using the promoter sequences of *alr3301*, *all3526*, *alr8077*, *all8564* and *alr1537* (Supplementary Fig. 7) revealed regions protected by TrcR. By aligning all the determined binding sites of TrcR, we determined a consensus binding sequence of 8 bp in length for TrcR (Fig. 4e). The position of this motif overlapps with or is located nearby the -10 boxes of the corresponding promoters, consistent with TrcR being a repressor (Fig. 4f).

### TrcR is the repressor for the silenced *trn* gene array

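Of the 5972 genes listed with counts, 5959 were typed by the authors as known mRNA and 13 as predicted additional mRNA. Through their locus tags, 5739 could be matched to a RefSeq gene table of the assembly ASM970v1. Of those, 5650 were protein-coding genes, 88 were pseudogenes and 1 was the tmRNA gene *ssrA*, which took between 3.44% and 5.60% of the counts of a library. The tRNA genes, the rRNA genes and other non-coding RNAs were not analysed here.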

The analysis of transcriptome data did not include long non-coding RNAs. Recently, a *trn* operon consisting of 26 tRNA genes was found to be activated under translational stress triggered by treatment with the antibiotic Cm^8^. In addition, the same study found also 1496 genes downregulated and 1750 genes upregulated under the same stress conditions^8^. 

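For 12 genes, *all0768*, *all3526*, *all8564*, *alr0739*, *alr0740*, *alr1537*, *alr1538*, *alr1539*, *alr1554*, *alr8077*, *asr0855* and *alr0857*, the increase in Δ*trcR* exceeded 8-fold in the deposited counts and in each of 16 alternative analyses. The smallest log2 fold change among them was 3.19, for *alr0857*. *alr1554* was the most abundant of them, with 7852 ± 129 TMM-normalized CPM in Δ*trcR* and 68.0 ± 5.60 in WT (SD, n = 3), a log2 fold change of 6.85 (standard error 0.08, adjusted p = 2.52e-27 from the quasi-likelihood test of edgeR). *all0768* had the largest increase of all genes called, from 1.70 ± 0.605 to 753 ± 8.77 CPM. *all8564* had 269, 303 and 339 counts in Δ*trcR* and 19, 9 and 8 in WT, a log2 fold change of 4.44 (standard error 0.19, adjusted p = 2.40e-15) that ranged from 4.20 to 4.94 as each library was left out. For *trcR* itself, most of whose ORF was deleted, the Δ*trcR* libraries had no counts, which does not show the activity of its promoter.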

Interestingly, among those upregulated genes, *trcR*, *all0768*, *all3526*, *all8564*, *alr0739*, *alr0740*, *alr1537*, *alr1538*, *alr1539*, *alr1554*, *alr8077*, *asr0855* and *alr0857* were also upregulated by more than 8 folds in the Δ*trcR* strain in this study (Table 1). Therefore, TrcR could be the repressor in *Anabaena* responsible for silencing the expression of the *trn* operon under standard culture conditions. We first checked by qRT-PCR the expression of *trn* operon in the WT, the Δ*trcR* strain and the complemented strain (Fig. 5). While the expression of this operon remained low in the WT and the complemented strain, a highly activated expression was detected in the deletion mutant (Fig. 5a). As controls, the expression levels of the three housekeeping tRNA genes, *allrt06*, *allrt16* and *allrt02*, remained relatively constant (Fig. 5b). Consistent with these results, a sequence 5'-TGTAGTAT-3', similar to the consensus-binding site of TrcR overlapps with the -10 box (5'-TAGTAT-3') of the promoter of the *trn* operon (Fig. 5c). By footpringing experiment, this putative binding site of TrcR was confirmed since TrcR could efficiently protect it against DNase I digestion (Fig. 4f and Supplementary Fig. 7).

**Fig. 5:**
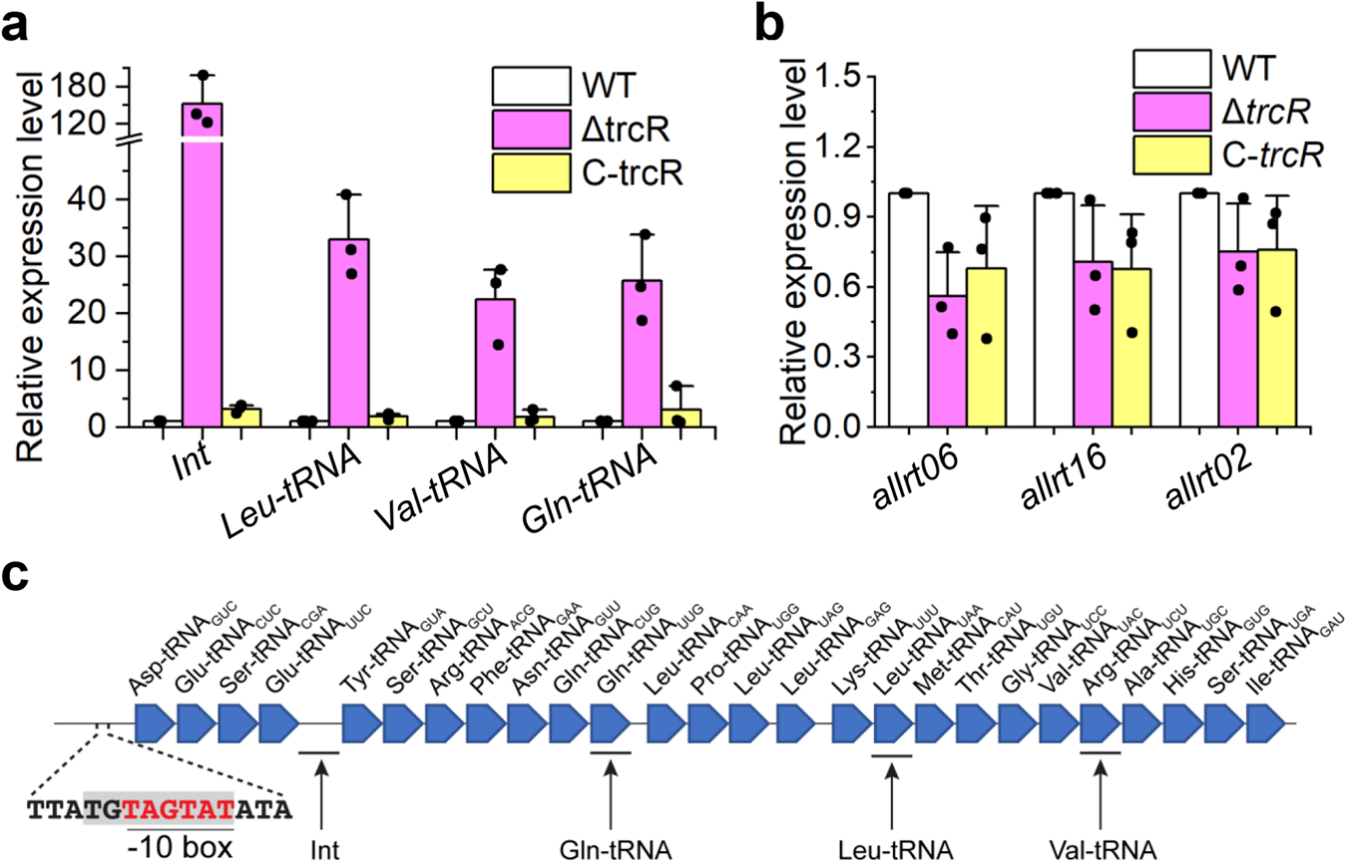
TrcR represses the *trn* operon expression. **a**, **b** Transcription levels of the selected genes (*trn*, *allrt06*, *allrt16* and *allrt02*) quantified by qRT-PCR in WT, Δ*trcR* and C-*trcR*. *n* = 3 biologically independent samples. The experiment was repeated three times for each sample. Data shown are the mean values ± S.D. **c** Schematic illustration of the *trn* operon. The cognate amino acid and the anticodon are used for the naming of tRNA. For example, Asp-tRNA_GUC_ represents the tRNA whose cognate amino acid is Asp and the anticodon of which is GUC. The name and sites of fragments amplified by qRT-PCR in (**a**) were indicated below. The positions of −10 box (red letters) and a sequence TGTAGTAT (shaded background), similar to the consensus-binding site of TrcR are also indicated.

To further confirm that the *trn* array is repressed by TrcR, several strategies were used. In vitro, EMSA experiments indicated that TrcR, but not TrcR-L44P, could bind to the promoter region of the *trn* operon (Fig. 4a and c). In vivo, using CFP as a reporter, the fluorescence intensity of CFP driven by the promoter of the *trn* operon, was strongly upregulated in the Δ*trcR* strain, while it was hardly visible in the WT under the same experimental conditions (Supplementary Fig. 6).

### Translational stress relieves the repression of TrcR on its regulatory genes

Previously, it was reported that the *trn* operon was induced by antibiotics targeting ribosome, and deletion of *trn* reduced the resistance of *Anabaena* to this type of antibiotics^8^. To test whether antibiotic treatment could also cause the expression of genes under the control of TrcR, the transcription levels of *trcR*, *all3526*, *alr3303*, *alr0877* and *trn* were visualized via transcriptionally fused CFP gene under each specific promoter in the WT strain upon antibiotic treatment (Fig. 6a and Supplementary Fig. 8). Antibiotics disrupting translational processes were chosen, including Cm, Ksg, and streptomycin (Sp) that inhibits translational elongation by targeting the ribosomal 30 S subunit^38^, and streptomycin (Sm) that interferes both the selection of aminoacyl-tRNA and the translational proof-reading activity by also targeting 30 S subunit^38^. Penicillin G (PenG) targeting cell wall biosynthesis was used as a control. All antibiotics were applied at sub-lethal concentrations (Supplementary Fig. 9). Our results showed that Cm, Sp and Sm induced CFP fluorescence in all strains, while PenG and Ksg did not (Fig. 6a and Supplementary Fig. 8). qRT-PCR result confirmed that the transcripts of *trcR*, *all3526*, *alr3303*, *alr0877* and *trn* were significantly increased with time under Cm-induced stress (Supplementary Fig. 10).

**Fig. 6:**
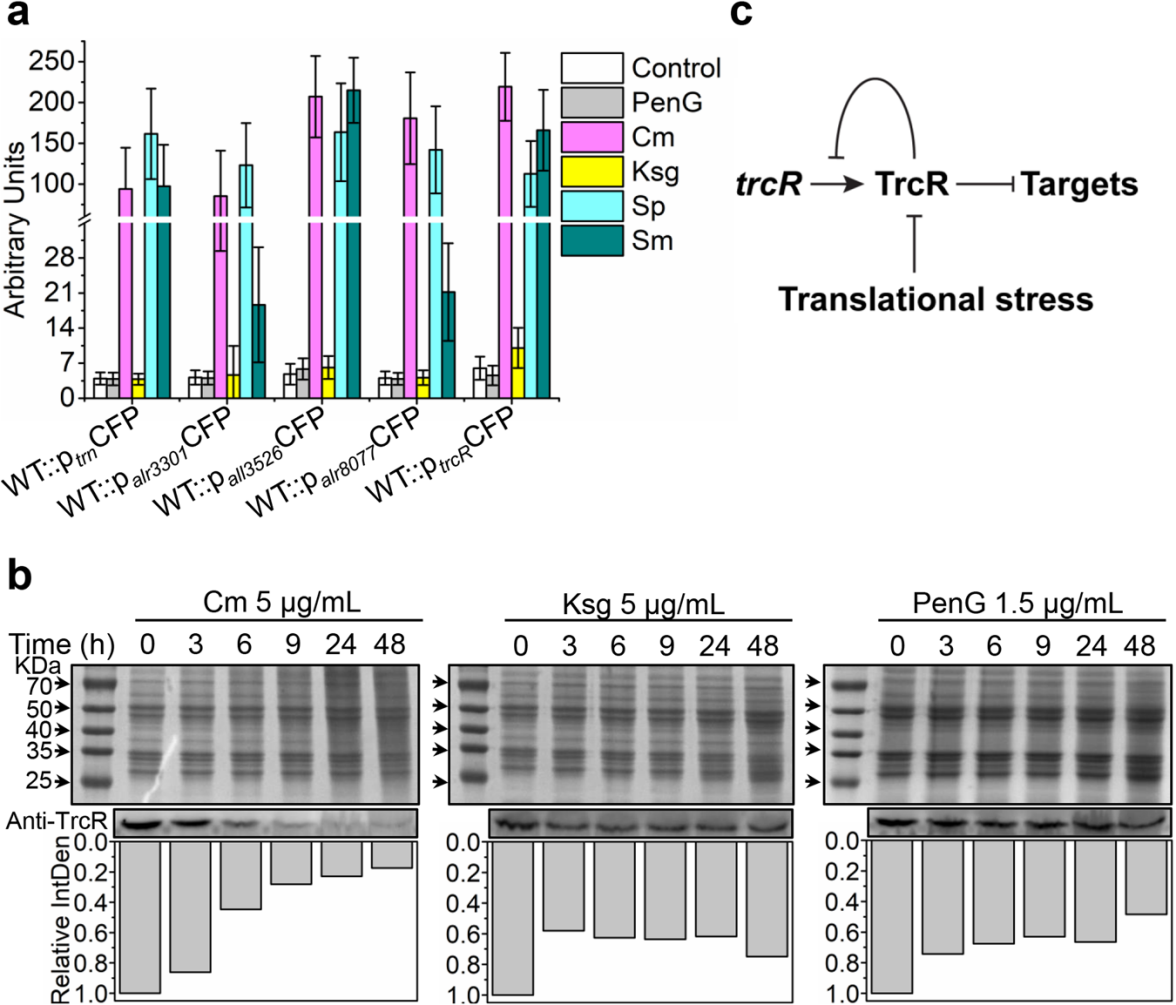
TrcR represses gene expression and its protein level is downregulated by translational stress. **a** Gene expression examined through the level of CFP reporter fluorescence by transcriptional fusion. The relative fluorescence intensity of WT::p_*trn*_CFP, WT::p_*alr3301*_CFP, WT::p_*all3526*_CFP, WT::p_*alr8077*_CFP and WT::p_*trcR*_CFP was quantified from microscopic images shown in Fig. S8 using ImageJ. All cells were incubated in BG11 containing one of the antibiotics (PenG 1.5 μg/mL, Cm 5 μg/mL, Ksg 5 μg/mL, Sp 0.3 μg/mL, Sm 0.075 μg/mL) for 48 h before imaging. **b** Effects of antibiotics (Cm, Ksg and PenG) on TrcR protein levels tested by Western blot. Total proteins of *Anabaena* collected at indicated time points after antibiotic treatment were separated by SDS-PAGE (upper panel). Western blot was carried out with antibody against TrcR (anti-TrcR, middle panel). Quantification of the relative integrated density (IntDen) of the TrcR band analyzed by ImageJ was shown below. **c** Illustration for the regulation strategy of TrcR under translational stress.

Unexpectedly, Ksg, as an antibiotic acting on translational initiation, did not cause a derepression of TrcR. To understand this point, we tested the sensitivity of the WT, Δ*trcR* and C-*trcR* to Cm, Ksg, Sp, Sm and PenG. All of them had a similar sensitivity to Cm, Sp, Sm and PenG, but Δ*trcR* gained resistance to Ksg (Supplementary Fig. 9). To explore whether the higher resistance of Δ*trcR* to Ksg and BMAA is the consequence of gene overexpression, we deleted *all3526*, *alr8077*, *trn* operon and *alr3301-alr3303* operon from Δ*trcR*, respectively, to create the double mutants Δ*trcR*Δ*all3526*, Δ*trcR*Δ*alr8077*, Δ*trcR*Δ*trn* and Δ*trcR*Δ*alr3301-03*. We found that deletion of these genes from Δ*trcR* had no influence on its higher resistance to Ksg and BMAA (Supplementary Figs. 11 and 12). So, further investigation is required to understand the resistance of Δ*trcR* to Ksg and BMAA.

Another paradox is that Cm, and to a lesser extent BMAA (Supplementary Figs. 10 and 13), induced the expression of *trcR*, which normally would lead to stronger repressive effects for the genes of the TrcR regulon; yet, under the same conditions, genes repressed by TrcR were induced. To understand the mechanism of antibiotic-induced derepression from TrcR, we checked the TrcR level in *Anabaena* exposed to Cm, Ksg and PenG by Western Blot. The results showed that the amount of TrcR significantly decreased with time when 5 μg/mL Cm was added into the medium. Though 5 μg/mL of Ksg and 1.5 μg/mL of PenG also caused a decrease of TrcR, it only lasted for the first 3 h and then was kept at a stable level (Fig. 6b). This observation led to the conclusion that when *Anabaena* is under translational stress of Cm, the protein level of TrcR will decrease despite the enhanced transcription of *trcR* under similar conditions. The decreased amount of TrcR resulted in the expression of genes that were normally repressed (Fig. 6c). These results also suggest the existence of a translational or a posttranslational regulation of TrcR for the control of its protein level.

### Deletion of *trcR* lowers translational fidelity in *Anabaena*

Our previous study showed that BMAA affected translational fidelity in *Anabaena*^19^. Since the inactivation of *trcR* had a strong impact on the expression of a number of genes involved in translation, we tested the effect of such a misregulation by measuring translational fidelity using a series of plasmids carrying the *lacZ* gene reporter or its derivatives as previously described^19^. Three categories of the *lacZ* derivatives were used: with the initiation codon AUG of *lacZ* replaced by AUA, AUC or CUG; with *lacZ* that has +1 or -1 frameshift mutation at the eighth codon, or with nonsense mutation introduced into *lacZ* by changing its eighth codon to UAA, UAG or UGA. We found that compared with the WT, the relative β-galactosidase activity was significantly higher in Δ*trcR* bearing all three types of LacZ mutant variants (Fig. 7). This result indicated that in the absence of TrcR, the translational machinery was more likely to misread the codons or misincorporate an amino acid residue. Therefore, deletion of *trcR* leads to decreased translational fidelity, including leaky scanning of initiation codons, frameshift mutation or reading through of stop codons.

**Fig. 7:**
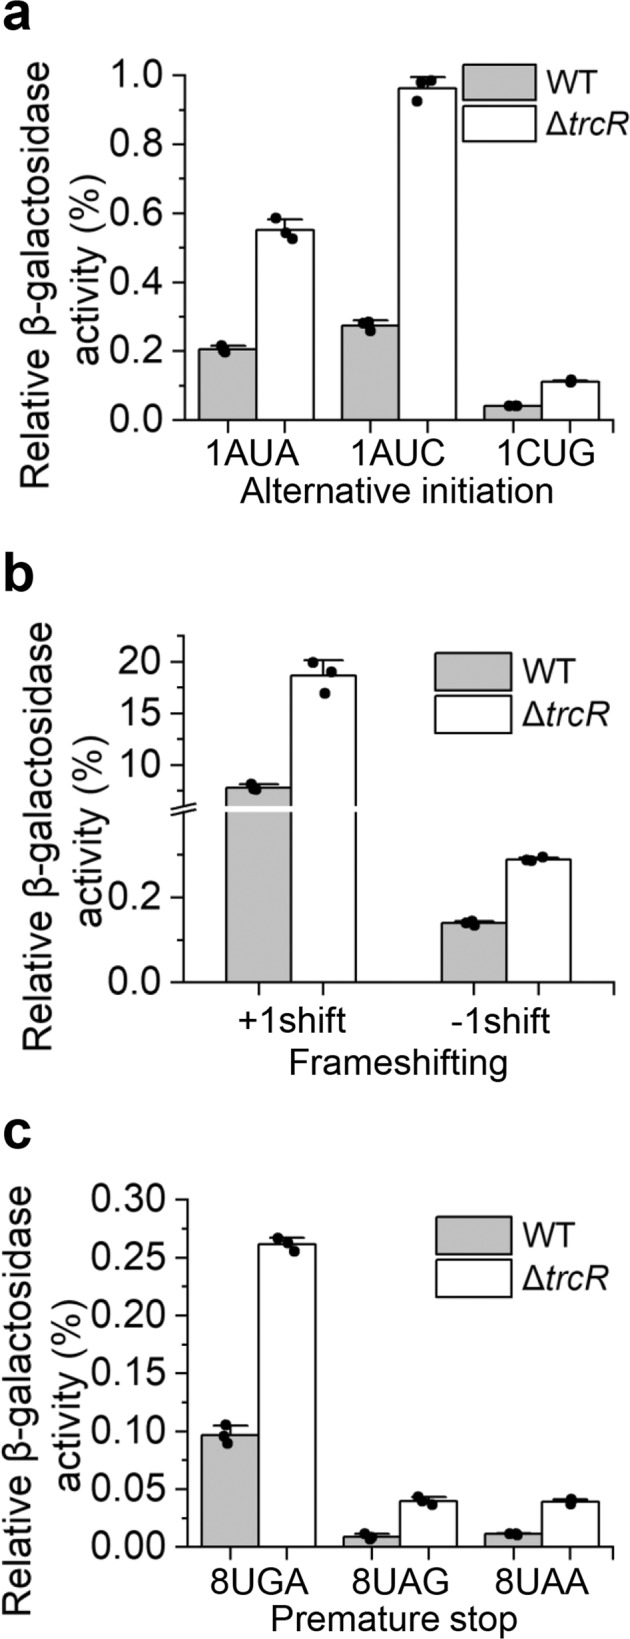
Effect of *trcR* deletion on translational fidelity. Plasmids carrying *lacZ* and its derivatives with (**a**) alternative initiation codons (AUA, AUC and CUG), (**b**) frameshift mutations (+1 or -1) or (**c**) nonsense mutations (UGA, UAG and UAA) were transferred into the WT and Δ*trcR* mutant, respectively. The level of β-galactosidase activity was used to measure the fidelity of the translational machineries to translate mutant forms of *lacZ* mRNAs. Data were normalized to the β-galactosidase activity of the WT LacZ in either WT or Δ*trcR*. Data shown are the mean values ± S.D. (*n* = 3).

### TrcR regulates the expression of *alr1537-alr1540* responsible for BMAA export and resistance

Till now, we know that TrcR is a transcriptional repressor involved in translational control, but it is still unclear why TrcR deletion caused increased resistance to BMAA in *Anabaena*. 

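*alr1538* had 3446, 3916 and 3592 counts in the Δ*trcR* libraries and 90, 75 and 68 in the WT libraries. This corresponds to 424 ± 36.2 and 10.5 ± 1.69 TMM-normalized CPM (SD, n = 3). The log2 fold change was 5.34 (standard error 0.09, adjusted p = 8.46e-24 from the quasi-likelihood test of edgeR), and it stayed between 5.24 and 5.48 with each library left out in turn.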

From the transcriptome data, we found that *alr1538* encoding a DMT family (Drug/Metabolite Transporter Superfamily) transporter was upregulated more than 8 folds in Δ*trcR* (Table 1). Proteins of this family are involved in the export of metabolites such as amino acids and their precursors, nucleosides and purine bases^39^. First, we used RT-PCR experiments to determine that *alr1537*, *alr1538*, *alr1539* and *alr1540* were cotranscribed, thus constituted an operon (Supplementary Fig. 14). Next, we investigated the regulation of TrcR on this operon via EMSA and qRT-PCR. Our EMSA result demonstrated that TrcR bound to the promoter region of *alr1537*, in contrast to the mutant variant TrcR-L44P that did not (Fig. 8a). The transcription level of *alr1537-alr1540* is significantly higher in Δ*trcR* compared to the WT and C-*trcR*, as revealed by qRT-PCR (Fig. 8b).

**Fig. 8:**
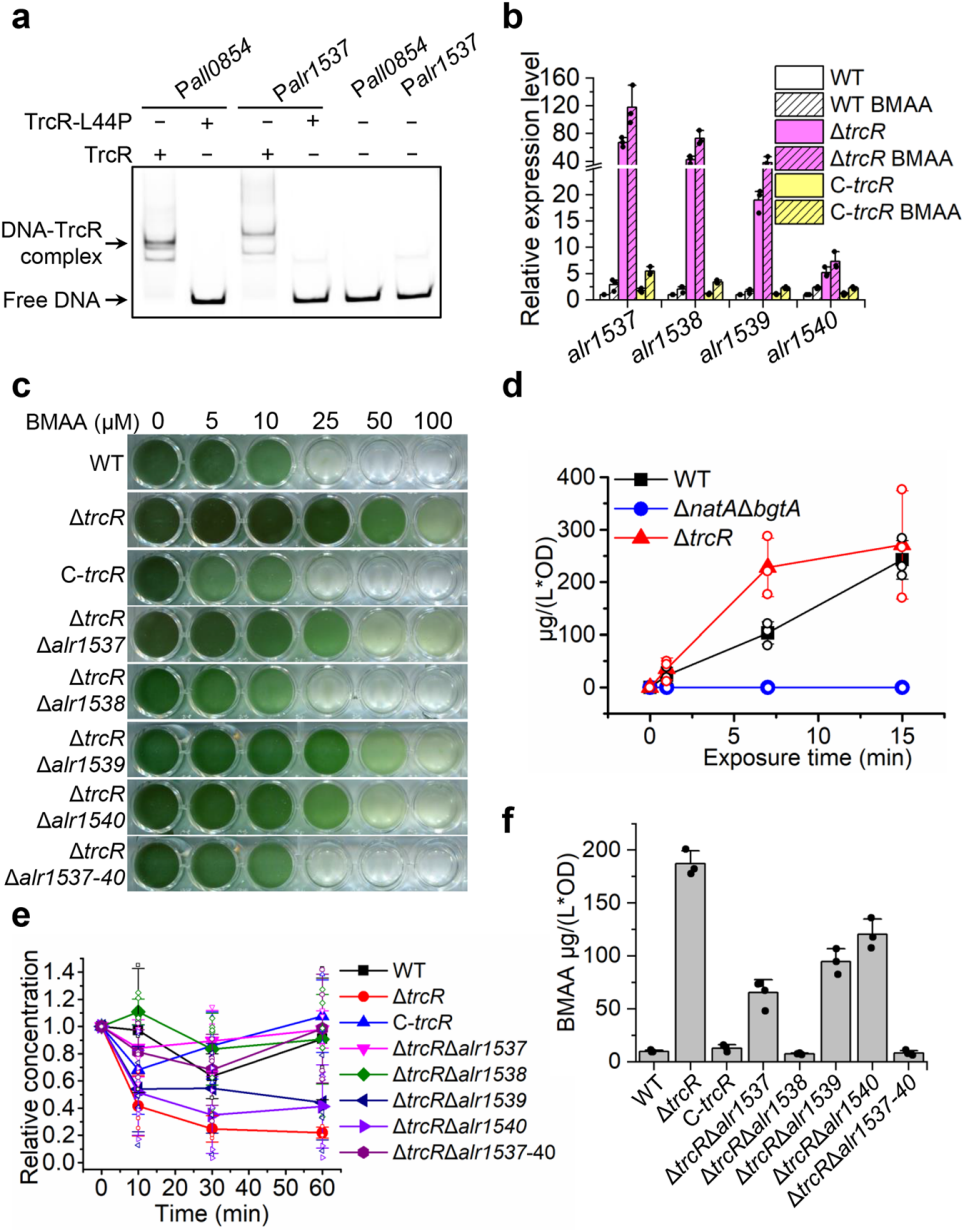
TrcR represses the expression of the operon *alr1537-alr1540* involved in BMAA export. **a** EMSA testing the binding of TrcR and TrcR-L44P to the promoter region of *alr1537*. The promoter of *all0854* (*trcR*) was used as a control. **b** Transcription levels of *alr1537*, *alr1538*, *alr1539* and *alr1540* quantified by qRT-PCR in WT, Δ*trcR* and C-*trcR* with or without BMAA treatment. *n* = 3 biologically independent samples. The experiment was repeated three times for each sample. Data shown are the mean values ± S.D. **c** BMAA sensitivity of Δ*trcR*Δ*alr1537*, Δ*trcR*Δ*alr1538*, Δ*trcR*Δ*alr1539*, Δ*trcR*Δ*alr1540* and Δ*trcR*Δ*alr1537-40* tested in BG11 liquid medium containing different concentrations of BMAA. **d** Uptake of BMAA in WT, Δ*trcR* and Δ*natA*Δ*bgtA* at indicated time points. **e**, **f** Quantification of BMAA uptake or secretion in WT, Δ*trcR*, C-trcR, Δ*trcR*Δ*alr1537*, Δ*trcR*Δ*alr1538*, Δ*trcR*Δ*alr1539*, Δ*trcR*Δ*alr1540* and Δ*trcR*Δ*alr1537-40*. **e** Amount of intracellular BMAA quantified at indicated time points after transferring into the BMAA-free medium. **f** Amount of BMAA secreted into the supernatant after transferring into the BMAA-free medium for 60 min. Data shown in (**d**), (**e**) and (**f**) are mean values ± S.D from triplicates.

To confirm that the increased BMAA resistance of Δ*trcR* is caused by the upregulated expression of *alr1537-alr1540*, these four genes were deleted, respectively, in Δ*trcR*, resulting in the following double mutants: Δ*trcR*Δ*alr1537*, Δ*trcR*Δ*alr1538*, Δ*trcR*Δ*alr1539* and Δ*trcR*Δ*alr1540*. We also constructed a quintuple mutant Δ*trcR*Δ*alr1537-40* by deleting the whole *alr1537-alr1540* operon in Δ*trcR*. Our results showed that while Δ*trcR* kept growing in the presence of 100 μM BMAA, deletion of *alr1538* or the entire operon in Δ*trcR* restored BMAA sensitivity, with growth inhibited at 25 μM of BMAA, similarly as the WT and C-*trcR* (Fig. 8c). However, deletion of *alr1537*, *alr1539* or *alr1540* in Δ*trcR* only partially restored BMAA sensitivity, with no cell growth observed at 100 μM of BMAA and weaker cell growth observed at 50 μM of BMAA as compared to Δ*trcR* (Fig. 8c). To see if the increased Ksg resistance of Δ*trcR* is also related to *alr1537-alr1540* operon, the growth of Δ*trcR*Δ*alr1537-40* was compared to that of Δ*trcR* under different Ksg concentrations. The result showed that Δ*trcR*Δ*alr1537-40* still exhibited increased Ksg resistance comparing to the WT, similar as that of Δ*trcR* itself (Supplementary Fig. 15).

To confirm that the efflux of BMAA was responsible for BMAA resistance in Δ*trcR*, we verified both BMAA import and export abilities of the mutants. Exogenous BMAA was added into the cultures at a final concentration of 50 μM, then cells were harvested at indicated time points for BMAA detection. Our results showed that 15 min incubation resulted in an accumulation of similar amounts of BMAA in Δ*trcR* and WT, while BMAA was undetectable in the negative control strain Δ*natA*Δ*bgtA*, a double mutant of amino acids transporters required for BMAA uptake (Fig. 8d)^18^. This result indicates that deletion of *trcR* has no influence on BMAA uptake in *Anabaena*. To further test the export of BMAA, cell samples with 15-min BMAA pre-incubation were prepared at 10, 30 and 60 min after removal of BMAA from the culture medium. Compared to WT and C-*trcR*, Δ*trcR* cells exhibited significantly decreased level of intracellular BMAA over time, concomitantly, the corresponding supernatant had increased amount of BMAA detected (Fig. 8e, f), indicating enhanced ability of BMAA export in the absence of TrcR. However, deletion of *alr1538* or *alr1537-1540* operon in Δ*trcR* fully restored both the amounts of intracellular and secreted BMAA to the WT levels (Fig. 8e, f), strongly suggesting that the protein product of *alr1538* participates in BMAA export in the absence of TrcR. Overall, our results demonstrate that *alr1537-1540* operon contribute to increased BMAA export, with *alr1538* playing a dominant role whose product could function as an efflux pump for BMAA. These results provide a rational for the higher BMAA resistance in the *trcR* deletion mutant.

## Discussion

In the previous study, through BMAA-resistance mutants screening and genetic analysis, we found that tRNA t^6^A modification play an important role in translational control in *Anabaena*^19^. In the present study, by investigating other BMAA-resistance mutants, we identified a gene of unknown function and named here as *trcR*, with its product acting as a repressor to exert a global control on translational processes. TrcR belongs to the RHH family of transcription factors. Our DNA-binding assays, DNA footprinting, transcriptome, and transcriptional analyses using CFP as a reporter or qRT-PCR, all confirmed that TrcR is a transcription factor. The binding data obtained allowed us to deduce a consensus binding site for TrcR, which could be important for identification of TrcR regulated genes. Most of the TrcR binding sites identified in this study are located near, or overlap with, the promoter regions of the corresponding genes, consistent with its repressive role in gene regulation.

The deletion of *trcR* led to two major genetic consequences, the resistance to BMAA and the antibiotic Ksg, and derepression of the *trn* operon and several other genes involved in translation (Fig. 9). The reason for BMAA resistance of Δ*trcR* could be determined, which was caused by the derepression of *alr1538* encoding an efflux system responsible for the decrease of BMAA levels detected in the cells. However, the reason for Ksg resistance remains unknown. The inactivation of *alr1538* or any of those highly expressed genes identified in Δ*trcR* mutant could not alleviate the Ksg-resistance effect. Previously, we found that Ksg could cause a translational stress in *Anabaena*^19^. Thus, the Ksg resistance acquired by Δ*trcR* could be attributed to either an activated efflux pump or a modification of translational machineries such as ribosomes, making Ksg unable to bind efficiently to its targets. The lack of translational stress caused by Ksg in Δ*trcR*, in contrast to other antibiotics targeting translation, is consistent with such possibilities.

**Fig. 9:**
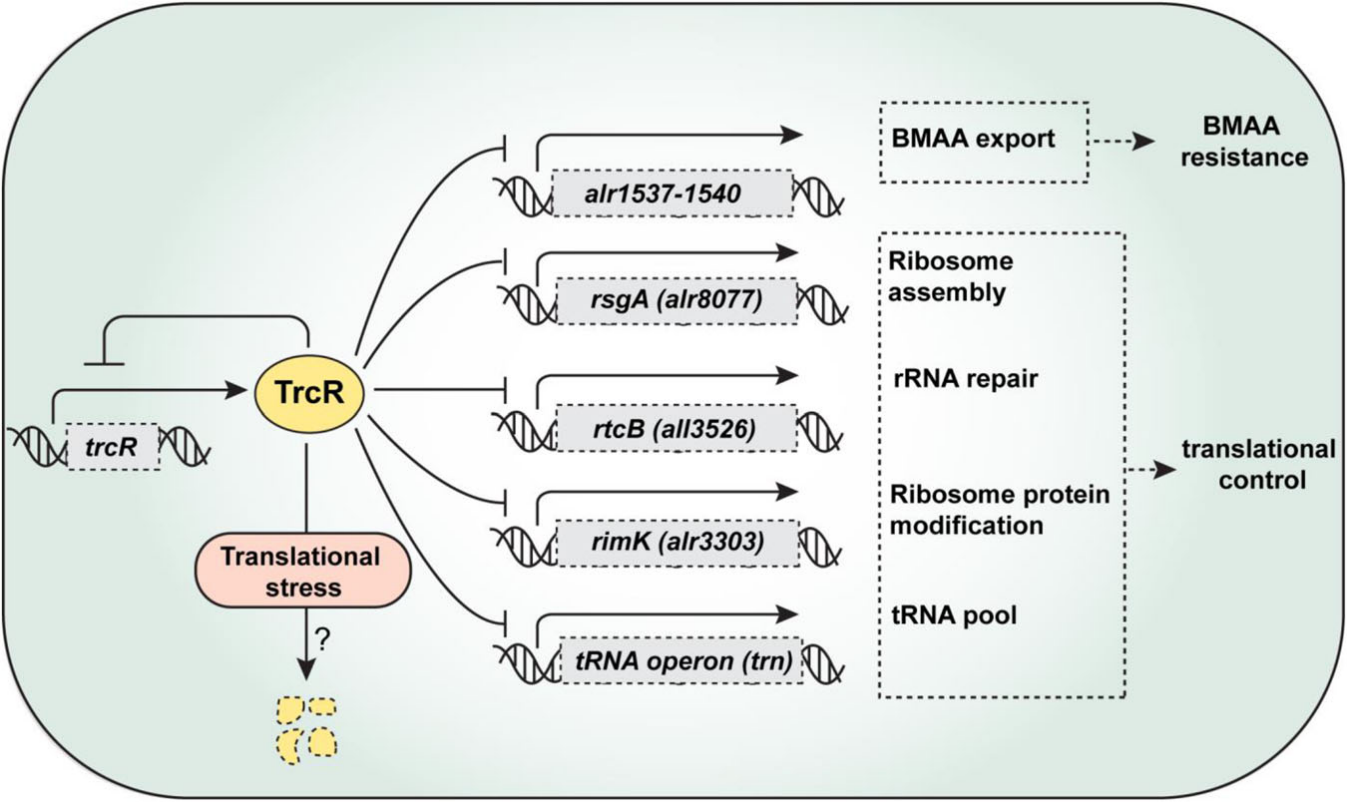
Cartoon illustrating the function of TrcR. As an autoregulated transcriptional repressor, TrcR inhibits the transcription of several genes involved in translational control such as *rsgA*, *rtcB*, *rimK* and *trn* under normal laboratory culture conditions. However, the gene inhibition was relieved under translational stress induced by antibiotics, probably due to TrcR degradation through an unknown pathway. Besides the translational genes, TrcR also regulates the expression of an operon *alr1537-alr1540*, whose protein products are responsible for the export of BMAA.

The identification of TrcR as the repressor of the *trn* operon and several other genes involved in translation represents an important advance in our understanding on the translational control in cyanobacteria (Fig. 9). TrcR is the missing link between translational stress induced by antibiotic treatment and the expression of the otherwise silenced *trn* operon in *Anabaena* as reported recently^8^. Ignacio Luque et al.^8^ reported that the transcription of *trn* could be activated by antibiotics targeting the translational process, which increased cell competitiveness and survival in *Anabaena*. In this study, we found that the regulation of the *trn* operon was accomplished by TrcR. In addition to the *trn* operon present on a megaplasmid, several other chromosomal genes such as *all3526* (*rtcB*), *alr8077* (*rsgA*), *alr3303* (*rimK*) involved in translation are also repressed by TrcR. The expression of *rtcB* can be induced by the accumulation of damaged tRNAs upon translational stress in *S. typhimurium*^40^, and RtcB plays a role in re-ligation of truncated 16 S rRNA upon stress relief in *E. coli*^30^. In *E. coli* and *S. typhimurium*, the expression of *rtcB* was regulated by the σ^41^-dependent transcriptional activator RtcR^40,42^. No homologous protein of RtcR in *Anabaena* could be identified, consistent with the absence of alternative sigma factors in cyanobacteria. Instead, our studies indicate that TrcR, belonging to a different family of transcription factors, has a function equivalent to that of RtcR.

Our results demonstrate that in *Anabaena*, the repression of TrcR on gene expression, including that of *trcR* itself, was relieved in the presence of antibiotics that inhibit the process of translational elongation (Cm, Sp and Sm). Although *trcR* transcriptional expression was derepressed under such conditions, the amount of TrcR protein decreased, which provided an explanation on the derepression of genes belonging to the TrcR regulon (Fig. 6b and c). A posttranslational regulation, such as proteolysis or translational inhibition of *trcR* mRNA, may occur to account for the decreased level of TrcR under translational stress. The signaling processes that regulates both the amount of TrcR and its DNA-binding activity remain to be understood.

In addition to its function in translational control, TrcR also regulates the expression of other genes, such as the *alr1537-alr1540* operon, among which *alr1538* encodes a DMT family protein at the core of BMAA export machinery. Therefore, TrcR has multiple targets involved in different functions (Fig. 9), consistent with our transcriptome data. TrcR, as well as its binding sites, are highly conserved in many unicellular and filamentous cyanobacterial species, but are missing in the group that forms branching filaments (Supplementary Fig. 16) and some marine picocyanobacteria such as *Prochlorococcus*. Two homologs of TrcR are found in *Synechococcus* sp. PCC 7003 (WP_065713646.1) and *Synechococcus* sp. PCC 11901 (QCS49454.1), which are marine strains^43,44^. TrcR appears to represent a lineage of RHH regulators restricted to cyanobacteria, and two homologs found out of the cyanobacterial phylum correspond to those present in two cyanophages, annotated as *Nodularia* phages vB_NpeS-2AV2 and vB_NspS-kac65v151 in metagenomic data^45^. The transcriptional regulation of translation by TrcR represents an important mechanism for the coupling of the transcriptional and translational regulations in cyanobacteria, and its functional studies will open a new horizon for our understanding of the adaptation mechanisms in cyanobacteria. The resistance to certain antibiotics acquired by some of the mutants may also help us to understand the environmental effects of antibiotics increasingly present in water bodies as a consequence of human activities.

## Methods

### Strains and growth conditions

BG11 medium^46^ was used to culture *Anabaena* and its derivatives using conditions as described^28^. All the cyanobacterial strains used in this study are described in Supplementary Table 2. For growth curve measurement, strains were cultivated in liquid BG11 medium with or without 25 μM BMAA, and the cell density was determined at OD_750_. To test the sensitivity of *Anabaena* and its derivatives to BMAA, the tested strains were cultured (with a starting OD_750_ of 0.075) in BG11 containing different concentrations of BMAA in the 24-well plates, followed by imaging from the bottom of plates after 7 days. The sensitivity of *Anabaen*a and its derivatives to antibiotics was tested as described in the previous study^19^. Briefly, the OD_750_ of the cultures at exponential phase was adjusted to 1.0. After serial dilutions (1/2, 1/4, 1/8, 1/16 and 1/32), 3 μL of cell cultures were spotted onto BG11 agar plates containing specific antibiotics (chloramphenicol (Cm), kasugamycin (Ksg), streptomycin (Sm), spectinomycin (Sp) and penicillin G (PenG)) at different concentrations. The plates were imaged after 10 days of incubation. BMAA was purchased from Wuhan Chuanliu Biotechnology Co., Ltd. (Wuhan, Chian). Ksg was from Shanghai Yuanye Biotechnology Co., Ltd. (shanghai, China), and all the other antibiotics were purchased from Sigma-Aldrich Co., LLC. (St. Louis, MO, USA).

### Spontaneous BMAA-resistance mutants screening and genomic sequencing

The methods for spontaneous BMAA-resistance mutants screening in the presence of 100 μM BMAA were described in our previous study^18^. Genomic DNA of WT or the mutants was extracted and sequenced by BGI (BGI company, Shenzhen, China) using the next-generation sequencing technique based on Illumina Hiseq 4000 system (Illumine, San Diego, CA, USA). The average sequencing depth was 9.8 million reads per sample with 97-99% coverage of the *Anabaena* genome. The details of the sequencing and data analysis methods were described previously^19^.

### Electrophoretic mobility shift assays (EMSA)

The strep-tagged TrcR and TrcR-L44P were heterologously expressed in *Escherichia coli* BL21 and purified for EMSA. DNA fragments of about 200 bp (predicted promoter regions) were labeled by fluorescent 6-carboxyfluorescein (FAM) tag at both ends. EMSA was carried out in 20 μL of EMSA buffer (1 mM DTT, 20% (v/v) glycerol, 0.1% (v/v) triton-100, 12 mM HEPES at pH 8.0, 4 mM Tris-Cl at pH 8.0, 60 mM KCl, 5 mM MgCl_2_, 0.5 mM EDTA, 0.05 μg poly(dI:dC), 300 ng DNA and 0.2 μg TrcR or TrcR-L44P). After incubation at 30 °C for 30 min, samples were loaded on 5% (w/v) native polyacrylamide gels and ran in PAGE buffer (50 mM Tris-Cl at pH 8.0, 380 mM Glycine and 2 mM EDTA at pH 8.0) at 20 mA for 200 min. The gel was then imaged under excitation light of 490 nm that excited FAM. In this work, the promoter regions of studied genes were selected according to the RNA-Seq data published by Mitschke et al.^26^.

### DNase I footprinting

The method used for DNase I footprinting was adapted from that described by Wang et al.^47^. Here, purified TrcR and TrcR-L44P proteins were the same as that for EMSA, but the DNA fragments were labeled with FAM at only one end. The binding of TrcR to DNA fragments was performed in 40 μL reaction buffer (1 mM DTT, 20% (v/v) glycerol, 0.1% (v/v) triton-100, 12 mM HEPES at pH 8.0, 4 mM Tris-Cl at pH8.0, 60 mM KCl, 5 mM MgCl_2_, 0.5 mM EDTA, 500 ng DNA and 0.8 μg TrcR) at 30 °C for 30 min. The same reaction system without TrcR was used as a negative control. DNase I (Takara Biomedical Technology Co., Ltd, Beijing, China) was added into the reaction system to the final concentration of 0.005 U/μL. After 1 min of incubation at room temperature, 140 μL stop buffer (200 mM sodium acetate, 30 mM EDTA at pH 8.0 and 0.15% (w/v) SDS) was added into the reaction mixture. Then, the digested DNA was precipitated with ethanol and the dried pellet was dissolved in 10 μL TE buffer (10 mM Tris-HCl, 1 mM EDTA, pH 8.0). The samples were subsequently sequenced and analyzed by Tsingke Biotechnology Co., Ltd. (Beijing, China). The sequences protected by TrcR from DNase I digestion were further analyzed on the website MEME (https://meme-suite.org/meme/tools/meme).

### RNA preparation and transcriptome analysis

WT and Δ*trcR* strains in triplicate were cultured to logarithmic phase in BG11. The cell samples were collected quickly by filtration and soaked in RNAlater (Wuhan Chuanliu Biotechnology Co., Ltd. Wuhan, China) for half an hour. Then, the RNA was isolated from these samples according to the hot phenol procedure^48^. After quality check by agarose gel electrophoresis, the RNA samples were sent to BGI for RNA-seq and data analysis. The details of the procedures for RNA-seq and data analysis were described in our previous publication^19^.

### Quantitative real-time PCR (qRT-PCR)

qRT-PCR was performed to compare the transcript levels of *all3526*, *alr3303*, *alr8077* and *trn* operon among WT, Δ*trcR* and C-*trcR* strains. All strains were cultured to exponential phase before being collected by rapid filtration. To detect changes in gene transcription levels upon Cm treatment, WT were cultured to exponential phase and a sub-lethal concentration (5 μg/mL) of Cm was added into the medium, then cell samples were collected at 0, 3, 6, 9, 24 and 48 h. For comparing the transcription levels of *alr1537-alr1540* with or without BMAA treatment, WT, Δ*trcR* and C-*trcR* were cultured to exponential phase. 25 μM of BMAA was added into the medium 24 h before sampling. Samples without BMAA served as control. All strains mentioned above were cultured in triplicate and total RNA of collected samples was extracted for further qRT-PCR analysis.

The kit HiScript II QRT SuperMix for qRCR ( + gDNA wiper) (Vazyme Biotech Co., Ltd, Nanjing, China) was used for reverse transcription following the manufacturer’s instruction. qRT-PCR was performed by C1000 Touch Thermal Cycler (Bio-Rad Laboratories, Inc., Hercules, CA, USA) using ChamQ SYBR qPCR Master Mix (Vazyme Biotech Co., Ltd) with three technical replicates for each sample. The transcript level of *allrs04* encoding RNase P served as the internal control. All primers used for qRT-PCR were listed in Supplementary Table 3. The relative transcription levels of genes were obtained according to the 2^-ΔΔCT^ calculation method^49^. Data were normalized by the transcription level of the corresponding genes in the WT without BMAA treatment.

### Western blot

To evaluate the expression of TrcR in *Anabaena* under the stress caused by the presence of Cm, Ksg or PenG, WT cells in triplicate were cultured to exponential phase, and then antibiotics of sub-lethal concentration (Cm 5 μg/mL, Ksg 5 μg/mL or PenG 1 μg/mL) were added into the medium, respectively. After incubation for 0, 3, 6, 9, 24 and 48 h, cells from 30 mL cultures were collected by filtration for western blot analysis following the procedure as described^50^. The antibody was prepared by injecting recombinant TrcR protein into rabbit (Mabnus Biotech Co., Ltd, Wuhan. China).

### Translational fidelity test and β-galactosidase activity measurement

Translational fidelity test was performed as previously described^19^. Briefly, 9 plasmids (pTac-lacZ, pTac-lacZ1ATA, pTac-lacZ1ATC, pTac-lacZ1CTG, pTac-lacZ8TAA, pTac-lacZ8TAG, pTac-lacZ8TGA, pTac-lacZ+1shift and pTac-lacZ-1shift) that carried a series of *lacZ* derivatives as reporters were constructed. pTac-lacZ carried the wild-type *lacZ* gene. In pTac-lacZ1ATA, pTac-lacZ1ATC and pTac-lacZ1CTG, the initiation codon AUG of *lacZ* was changed into AUA, AUC and CUG, respectively. In pTac-lacZ+1shift and pTac-lacZ-1shift, frameshifting mutation ( + 1 or -1) was created after the seventh codon. For pTac-lacZ8TAA, pTac-lacZ8TAG and pTac-lacZ8TGA, the eighth codon of *lacZ* was replaced by stop codon UAA, UAG and UGA, respectively. The transcription of *lacZ* and its derivatives was under the control of the *tac* promoter^51^. All plasmids were transformed respectively into *Anabaena* or its derivatives. The translational fidelity of these strains was characterized by β-galactosidase (LacZ) activity^19^.

### Measurement of BMAA uptake and export

To test the ability of BMAA uptake, WT, Δ*trcR* and Δ*natA*Δ*bgtA* were cultured to the exponential phase and exogenous BMAA was added into the medium at a final concentration of 50 μM. 20 mL of cell cultures were collected at time 0 (right before BMAA addition), 1, 7 and 15 min (after BMAA addition), respectively. Cell samples were harvested by filtration and washed by BMAA-free medium to remove residual BMAA as soon as possible. The samples were stored at -80 °C for further processing.

To prepare the samples for detecting BMAA export, *Anabaena* or its derivatives was first incubated with 50 μM BMAA for 15 min, followed by washing with BMAA-free medium for three times. Cell samples from 20 mL cell cultures were harvested by filtration after 0, 10, 30 and 60 min and washed by BMAA-free medium. After 60 min, 500 μL medium of which the cells were removed by 0.2 μm filter was collected to determine the concentration of BMAA exported from the cells. All samples were stored at −80 °C for further processing.

The technique of ultra-high performance liquid chromatography (UPLC) with tandem mass spectrometry detection (UPLC-MS/MS), combined with derivatization using 6-aminoquinolyl-N-hydroxysuccinimidyl carbamate (AQC), was used for BMAA detection^52^. Sample preparation, derivatization and the UPLC-MS/MS condition were described in detail in our previous publication^18^.

### Construction of plasmids and mutants

All the markerless deletion mutants used in this study were constructed using the Cpf1 genome editing system^53,54^. The plasmids pCpf1b-Mall0854R246, pCpf1b-Malr1537R372, pCpf1b-Malr1538F404, pCpf1b-Malr1539R169, pCpf1b-Malr1540R179 and pCpf1b-Malr1537-40R674 were used to construct Δ*trcR*, Δ*alr1537*, Δ*alr1538*, Δ*alr1539*, Δ*alr1540* and Δ*alr1537-40* respectively. The method for the construction of these plasmids followed the previously described procedures^54^. Briefly, the plasmid pCpf1b-sp^54^ was linearized by restriction enzyme *Bam*H I and *Bgl* II. The upstream and downstream fragments used for homologous recombination were amplified by PCR from genomic DNA of *Anabaena* PCC 7120. The linearized pCpf1b-sp, the upstream and downstream homologous fragments, were all ligated by the ClonExpress MultiS One Step Cloning Kit (from Vazyme Biotech Co.,Ltd; Nanjing, China) to form a precursor plasmid. Finally, the precursor plasmid was digested by *Aar* I, and the corresponding guide sequence was ligated into the digested precursor plasmid to complete the construction. The primers used for plasmid construction were listed in Supplementary Table 4.

To construct the mutants used in this study, the plasmids mentioned above were transformed into *Anabaena* PCC 7120 or Δ*trcR* by conjugation^41,55^. Positive colonies were screened by using 5 μg/mL spectinomycin and 2.5 μg/mL streptomycin. To get the markerless mutants, positive colonies were continuously screened by using 5% sucrose in BG11 agar plates to remove the Cpf1-based plasmids follow the published procedure^54^. The genotypes of all the constructed mutants were verified by PCR.

The vector for constructing the transcriptional fusion plasmids p_*trcR*_CFP, p_*alr1537*_CFP, p_*alr3301*_CFP, p_*alr8077*_CFP, p_*all3526*_CFP and p_*trn*_CFP was amplified from the plasmid pRLRBS-mTur by primers PpCT-R2979 and PV_16. pRLRBS-mTur, modified from the shuttle plasmid pRL25T^56^, carries the ORF of *cfp*. The promoter regions of these genes of interests were defined according to the published RNA-Seq data^26^. The promoter regions amplified from *Anabaena* PCC 7120 genomic DNA were inserted, respectively, into the pRLRBS-mTur vector through ClonExpress II One Step Cloning Kit (Vazyme Biotech Co.,Ltd; Nanjing, China) to complete the construction.

To construct the complementation plasmid pRL-Call0854, the vector was amplified by PCR from the replicative plasmid pCT^27^ with primers PpCT-R2979 and PpCT-F3530. The gene *all0854* with its native promoter region was amplified by PCR from the genomic DNA of *Anabaena* PCC 7120. Finally, the vector and the gene fragment were ligated via ClonExpress II One Step Cloning Kit to complete the construction.

The transcriptional fusion plasmids or the complementation plasmid were transformed into *Anabaena* PCC 7120 or its derivatives by conjugation to get the corresponding transcriptional fusion strain or the complemented strain^41,55^.

### Statistics and Reproducibility

In qRT-PCR assays, the relative transcriptional levels of the genes of interests were calculated through 2^-ΔΔCT^ calculation method based on triplicate data^49^. The growth curves data were collected from two parallel cultures and presented as mean values. The relative fluorescence intensity of CFP reporter from stains with transcriptional fusions and the relative integrated density of the Western blot bands were quantified by ImageJ v1.51j8. For BMAA uptake and export detection assays, all the data were collected from 3-6 biological replicates. In this study, all the statistics analysis was carried out by SPSS v20.0 or Origin v2022, and the data are presented as mean±S.D. (standard deviation).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-13

Reporting Summary

## Data Availability

RNA-seq data have been deposited at the Gene Expression Omnibus (GEO) database under the accession number GSE218875. The source data for Figs. 1b, 4d, 5a, b, 6a, b, 7, 8b, d–f were shown in Supplementary Data 4–13 respectively. The blot/gel images in Fig. 2c–e, Fig. 4a–c, Fig. 6b, Fig. 8a and Supplementary Figs. 3a, b, d, 5b, 14b were edited from the original pictures shown in Supplementary Figs. 17-23 respectively. Plasmid pCpf1b-sp was deposited at Addgene with ID number #122188. Plasmid pCT was submitted to GenBank with ID number MK948095. All other data are available from the corresponding author upon request.

# Supplementary material for: Global translational control by the transcriptional repressor TrcR in the filamentous cyanobacterium Anabaena sp. PCC 7120
**Source:** Commun Biol. 2023 Jun 15;6:643. doi: 10.1038/s42003-023-05012-9
**Supplement:** Supplementary file 2 — Supplementary Information

# 1 Supplementary Information

2 Supplementary Table 1. Mutations mapped in different BMAA<sup>r</sup> mutants. BMAA<sup>r</sup>: BMAA-resistance;

3 -: no mutation detected in the corresponding ORF.

| BMAA <sup>r</sup> strains | Mutated ORF            |                     |                  |                  |
|---------------------------|------------------------|---------------------|------------------|------------------|
|                           | <i>alr4167</i>         | <i>all1284</i>      | <i>all0854</i>   | <i>alr2300</i>   |
| M1                        | deletion of A354       | A716G (Tyr239Cys)   | -                | -                |
| M2                        | C253T (R85 stop codon) | C80T (Thr27Ile)     | -                | -                |
| M3                        | -                      | deletion of A652    | -                | -                |
| M4                        | -                      | -                   | -                | -                |
| M5                        | -                      | A716G (Tyr239Cys)   | -                | -                |
| M6                        | -                      | -                   | -                | -                |
| M7                        | -                      | -                   | -                | -                |
| M8                        | T8C (Met3Thr)          | -                   | -                | -                |
| M9                        | C253T (R85 stop codon) | insertion of TGG203 | -                | -                |
| M10                       | C253T (R85 stop codon) | -                   | -                | -                |
| M11                       | G263A (Gly88Glu)       | deletion of A652    | -                | -                |
| M12                       | -                      | deletion of A652    | -                | -                |
| M13                       | insertion of GG127     | -                   | -                | -                |
| M14                       | -                      | -                   | -                | -                |
| M15                       | C217T (Leu73Phe)       | deletion of A652    | -                | -                |
| M16                       | -                      | deletion of A649    | -                | -                |
| M17                       | -                      | -                   | -                | G137A (Gly46Asp) |
| M18                       | -                      | -                   | C215A (Ala72Asp) | -                |
| M19                       | -                      | -                   | T131C (Leu44Pro) | -                |
| M20                       | -                      | -                   | T131C (Leu44Pro) | -                |

5 Supplementary Table 2. Cyanobacterial strains used in this study. Nm<sup>r</sup>: neomycin resistance.

| Stains                                                     | Description                                                                                                                                                                                     | Source                     |
|------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------|
| <i>Anabaena</i> PCC 7120                                   | Wild type (WT)                                                                                                                                                                                  | Pasteur Culture collection |
| $\Delta trcR$                                              | A markerless mutant with deletion of an internal fragment from position 10 to 333 within the ORF of <i>all0854/trcR</i>                                                                         | This study                 |
| $\Delta trcR\Delta alr1537$                                | A markerless double mutant of <i>all0854</i> and <i>alr1537</i>                                                                                                                                 | This study                 |
| $\Delta trcR\Delta alr1538$                                | A markerless double mutant of <i>all0854</i> and <i>alr1538</i>                                                                                                                                 | This study                 |
| $\Delta trcR\Delta alr1539$                                | A markerless double mutant of <i>all0854</i> and <i>alr1539</i>                                                                                                                                 | This study                 |
| $\Delta trcR\Delta alr1540$                                | A markerless double mutant of <i>all0854</i> and <i>alr1540</i>                                                                                                                                 | This study                 |
| $\Delta trcR\Delta alr1537-40$                             | A markerless quintuple mutant of <i>all0854</i> , <i>alr1537</i> , <i>alr1538</i> , <i>alr1539</i> and <i>alr1540</i>                                                                           | This study                 |
| C- <i>trcR</i>                                             | Nm <sup>r</sup> ; $\Delta trcR$ strain complemented by pRL-Call0854                                                                                                                             | This study                 |
| M20-C <i>trcR</i>                                          | Nm <sup>r</sup> ; M20 strain complemented by pRL-Call0854                                                                                                                                       | This study                 |
| WT::p <sub>trcR</sub> CFP                                  | Nm <sup>r</sup> ; WT strain expressing plasmid-born <i>all0854</i> transcriptional fusion.                                                                                                      | This study                 |
| M20::p <sub>trcR</sub> CFP                                 | Nm <sup>r</sup> ; M20 strain expressing plasmid-born <i>all0854</i> transcriptional fusion.                                                                                                     | This study                 |
| $\Delta trcR$ ::p <sub>trcR</sub> CFP                      | Nm <sup>r</sup> ; $\Delta trcR$ strain expressing plasmid-born <i>all0854</i> transcriptional fusion.                                                                                           | This study                 |
| WT::p <sub>CT</sub> TrcR-p <sub>trcR</sub> CFP             | Nm <sup>r</sup> ; WT strain expressing plasmid-born <i>all0854</i> transcriptional fusion and <i>all0854</i> (under the control of CT promoter) from the same plasmid <sup>1</sup> .            | This study                 |
| $\Delta trcR$ ::p <sub>CT</sub> TrcR-p <sub>trcR</sub> CFP | Nm <sup>r</sup> ; $\Delta trcR$ strain expressing plasmid-born <i>all0854</i> transcriptional fusion and <i>all0854</i> (under the control of CT promoter) from the same plasmid <sup>1</sup> . | This study                 |
| WT::p <sub>trn</sub> CFP                                   | Nm <sup>r</sup> ; WT strain expressing plasmid-born <i>trn</i> transcriptional fusion.                                                                                                          | This study                 |
| WT::p <sub>alr3301</sub> CFP                               | Nm <sup>r</sup> ; WT strain expressing plasmid-born <i>alr3301</i> transcriptional fusion.                                                                                                      | This study                 |
| WT::p <sub>all3526</sub> CFP                               | Nm <sup>r</sup> ; WT strain expressing plasmid-born <i>all3526</i> transcriptional fusion strain.                                                                                               | This study                 |
| WT::p <sub>alr8077</sub> CFP                               | Nm <sup>r</sup> ; WT strain expressing plasmid-born <i>alr8077</i> transcriptional fusion.                                                                                                      | This study                 |

6

7

8

9

10

11 Supplementary Table 3. Primers for qRT-PCR

| Gene                                                | Primer                                   | Sequence (5' to 3')      |
|-----------------------------------------------------|------------------------------------------|--------------------------|
| <i>allrs04</i><br>(reference gene)                  | Pallrs04F334                             | CCAGTTCCGCTATCAGAGAG     |
|                                                     | Pallrs04R456                             | GAGGAGAGAGTTGGTGGTAAG    |
| <i>all3526</i>                                      | Pall3526F231                             | TTGCGGTATGAGTGCGAT       |
|                                                     | Pall3526R378                             | ACGTTGCCAGTTAGCCAC       |
| <i>alr3303</i>                                      | Palr3303F576                             | TCAGTTCCAGCAGTATATC      |
|                                                     | Palr3303R683                             | GCTACATAACGGTAATCATC     |
| <i>alr8077</i>                                      | Palr8077F241                             | TGTGCTACCATTACGGA        |
|                                                     | Palr8077R368                             | CCATCAAGTCCACAAACC       |
| <i>alr1537</i>                                      | Palr1537F585                             | TCGCACACTTGATACAGAA      |
|                                                     | Palr1537R677                             | TTGGTTCGCTCTTGAGTAA      |
| <i>alr1538</i>                                      | Palr1538F101                             | AAGCACTTGATGTGTATACAGT   |
|                                                     | Palr1538R239                             | GCGATCGCTAATAACTTCCA     |
| <i>alr1539</i>                                      | Palr1539F80                              | GGATACGACAAAGGTTAGG      |
|                                                     | Palr1539R189                             | TTGATGAGAATGCCAGTG       |
| <i>alr1540</i>                                      | Palr1540F190                             | ACTGCTGATGGAATTGTTG      |
|                                                     | Palr1540R289                             | TTGGGTCGTAGTTGAGAG       |
| <i>int</i> (an interval<br>fragment in <i>trn</i> ) | Int2-1F <sup>2</sup>                     | CATGGGGTGACGAATGGTGATC   |
|                                                     | Int2-1R <sup>2</sup>                     | AAGGGGAATCGAACCCCTATC    |
| <i>Leu-tRNA</i>                                     | tRNA <sup>Leu</sup> 3-1F <sup>2</sup>    | ACCCCTGTGATGCAATTGGC     |
|                                                     | tRNA <sup>Leu</sup> -TAA-1R <sup>2</sup> | GGATTTGAACCTGTAGAAAACCCG |
| <i>Val-tRNA</i>                                     | tRNA <sup>Val</sup> -1F <sup>2</sup>     | AGCCCTGTAACCTCAATTGGT    |
|                                                     | tRNA <sup>Val</sup> -2R <sup>2</sup>     | CAGGATTTGAACCCGCTAC      |
| <i>Gln-tRNA</i>                                     | tRNA <sup>Gln</sup> -TTG-1F <sup>2</sup> | GGAAGTAGGCGACGTTGGC      |
|                                                     | tRNA <sup>Gln</sup> -TTG-1R <sup>2</sup> | GGAATCGAACCCGCGAG        |
| <i>allrt06</i>                                      | Pallrt06F6                               | GTTAGCTCAGTTGGTAGA       |
|                                                     | Pallrt06R68                              | AGTACCAGACTCGAACTG       |
| <i>allrt16</i>                                      | Pallrt16F13                              | AAGTGGTAAGGCATCGGGTTT    |
|                                                     | Pallrt16R72                              | CTGGGGCGCTAGGATTCG       |
| <i>allrt02</i>                                      | Pallrt02F7                               | GTGGCGAAATTGGTAGAC       |
|                                                     | Pallrt02R74                              | GAGAATCGAACTCCTATGAC     |
| <i>all0854</i>                                      | Pall0854F240                             | CACAGGTCAACTCATCCA       |
|                                                     | Pall0854R315                             | ACTGAGCGGAACCATATC       |

12  
13  
14  
15  
16  
17  
18  
19

| Plasmid             | Primer          | Sequence (5' to 3')                                        | Description                                 |
|---------------------|-----------------|------------------------------------------------------------|---------------------------------------------|
| pCpf1b-Mal0854R246  | Pal0854F1151m   | GCAGAAATTCGATATCTAGATCT<br>GCTTCTGCTTTTAGCGCTTC            | For upstream<br>fragment<br>amplification   |
|                     | Pal0854R9       | TGTGTGCATGATTTTCTCC                                        |                                             |
|                     | Pal0854F334     | AGAAAAATCATGCACACATAGT<br>TTTACATTTGTCCGAATACAG            | For downstream<br>fragment<br>amplification |
|                     | Pal0854R1553    | AACGTTGTTGCCATTGCGGATC<br>CTGAATCATCCCAATCATGAGA           |                                             |
|                     | cr_all0854R246F | AGATACCTGTGAGTACACAACG<br>TTCT                             | Annealed for<br>guide sequence              |
|                     | cr_all0854R246R | AGACAGAACGTTGTGTACTCAC<br>AGGT                             |                                             |
| pCpf1b-Malr1537R372 | Palr1537F1310m  | GCAGAAATTCGATATCTAGAATT<br>CTTACATGATTGTGATAGAGAA          | For upstream<br>fragment<br>amplification   |
|                     | Palr1537R6      | AAGCATGAGTTACAATCATACTA<br>C                               |                                             |
|                     | Palr1537F1178   | GTAGTATGATTGTAACATCATGCT<br>TTGGATGATTGATTTCTTTAAT<br>TAGG | For downstream<br>fragment<br>amplification |
|                     | Palr1537R2441   | AACGTTGTTGCCATTGCGGAAA<br>CTCATCTTGATGAGAATGC              |                                             |
|                     | Cr-alr1537R372F | AGATTGTAGCTGGATAGAGAAC<br>CGAG                             | Annealed for<br>guide sequence              |
|                     | Cr-alr1537R372R | AGACCTCGGTTCTCTATCCAGC<br>TACA                             |                                             |
| pCpf1b-Malr1538F404 | Palr1538F1347m  | GCAGAAATTCGATATCTAGAAAT<br>CGGGTGATTCTACAGAA               | For upstream<br>fragment<br>amplification   |
|                     | Palr1538R15     | AGAACTGTGGTGCATAATAATT<br>CG                               |                                             |
|                     | Palr1538F910    | CGAATTATTATGCACCACAGTT<br>CTGCTTCATAGTCTAAAATCTAC<br>AAC   | For downstream<br>fragment<br>amplification |
|                     | Palr1538R2248   | AACGTTGTTGCCATTGCGGAG<br>CAACAACGTTCGCAA                   |                                             |
|                     | Cr-alr1538F404F | AGATGTATATTAACTTTAGGTTA<br>CGT                             | Annealed for<br>guide sequence              |
|                     | Cr-alr1538F404R | AGACACGTAACCTAAAGTTAAT<br>ATAC                             |                                             |
| pCpf1b-Malr1539R169 | Palr1539F1193m  | GCAGAAATTCGATATCTAGATTT<br>ATCTTATCGGTTGCACA               | For upstream<br>fragment<br>amplification   |
|                     | Palr1539R9      | GATAATCATAAGATTATTAGCTA<br>GTAAAC                          |                                             |

|                                   |                 |                                                   |                                                       |
|-----------------------------------|-----------------|---------------------------------------------------|-------------------------------------------------------|
|                                   | Palr1539F451    | CTAGCTAATAATCTTATGATTATC<br>GGAACGCGATATAAATAGGGT | For downstream<br>fragment<br>amplification           |
|                                   | Palr1539R1735b  | AACGTTGTTGCCATTGCGGAGT<br>GTCGATGAAATCGTCTGTA     |                                                       |
|                                   | Cr-alr1539F169F | AGATAGACACTGGCATTCTCAT<br>CAAG                    | Annealed for<br>guide sequence                        |
|                                   | Cr-alr1539F169R | AGACCTTGATGAGAATGCCAGT<br>GTCT                    |                                                       |
|                                   | Palr1540F1208m  | GCAGAAATTCGATATCTAGACA<br>ATTAGCTCCCCTCTTGTT      | For upstream<br>fragment<br>amplification             |
|                                   | Palr1540R21     | TTGAGCATTAGCGTTAGTCAT                             |                                                       |
| pCpf1b-<br>Malr1540R179           | Palr1540F382b   | ATGACTAACGCTAATGCTCAAC<br>AGTAGGTTGAAAAGTAAGAGTT  | For downstream<br>fragment<br>amplification           |
|                                   | Palr1540R1651   | AACGTTGTTGCCATTGCGGATA<br>TAGTGACCACCAAGCAG       |                                                       |
|                                   | Cr-alr1540R179F | AGATGCGCGCTGAAATTTGATC<br>ACTG                    | Annealed for<br>guide sequence                        |
|                                   | Cr-alr1540R179R | AGACCAGTGATCAAATTCAGC<br>GCGC                     |                                                       |
|                                   | Palr1537F1310m  | GCAGAAATTCGATATCTAGAATT<br>CTTACATGATTGTGATAGAGAA | For upstream<br>fragment<br>amplification             |
|                                   | Palr1537R6      | AAGCATGAGTTACAATCATACTA<br>C                      |                                                       |
| pCpf1b-<br>Malr1537-<br>40R674    | Palr1540F382    | GTATGATTGTAACCTCATGCTTCA<br>GTAGGTTGAAAAGTAAGAGTT | For downstream<br>fragment<br>amplification           |
|                                   | Palr1540R1651   | AACGTTGTTGCCATTGCGGATA<br>TAGTGACCACCAAGCAG       |                                                       |
|                                   | Cr-alr1537R674F | AGATGTTGCTCTTGAGTAAAG<br>ATGA                     | Annealed for<br>guide sequence                        |
|                                   | Cr-alr1537R674R | AGACTCATCTTTACTCAAGAGC<br>GAAC                    |                                                       |
|                                   | PpCT-R2979      | TCCAAAAAAAAAACCCCGCCGA<br>A                       | For vector<br>amplification                           |
|                                   | PpCT-F3530      | GGGGGTTCTGGTGGTGGTAG                              |                                                       |
| pRL-Call0854                      | Pall0854F100m   | CGGCGGGGTTTTTTTTTGGATG<br>GGGTAAATGGATTTCACA      | For wide-type<br>gene <i>all0854</i><br>amplification |
|                                   | Pall0854R339m   | CTACCACCACCAGAACCCCA<br>AACTAGCCGACTAAACTCTC      |                                                       |
| Transcriptional<br>fusion plasmid | PpCT-R2979      | TCCAAAAAAAAAACCCCGCCGA<br>A                       | For vector<br>amplification                           |
|                                   | PV_16           | GGTGGATCTGGAGGTAGTGGT                             |                                                       |
| p <sub>trc</sub> CFP              | Pall0854F100m   | CGGCGGGGTTTTTTTTTGGATG<br>GGGTAAATGGATTTCACA      | <i>all0854</i> promoter<br>amplification              |

|                                |               |                                                       |                                          |
|--------------------------------|---------------|-------------------------------------------------------|------------------------------------------|
|                                | Pal0854R18    | ACCACTACCTCCAGATCCACCG<br>CGAGCGATTGTGTGCAT           |                                          |
| <i>p<sub>alr1537</sub></i> CFP | Palr1537F515m | CGGCGGGGTTTTTTTTTTGGAGT<br>ATTGGAATTTGTCTCTGGTG       | <i>alr1537</i> promoter<br>amplification |
|                                | Palr1537R24   | ACCACTACCTCCAGATCCACCC<br>ATTGGTTCTACCATTAGAAGCAT     |                                          |
| <i>p<sub>alr3301</sub></i> CFP | Palr3301F515m | CGGCGGGGTTTTTTTTTTGGAC<br>GTAAAGATTTCTATGCCACCAT      | <i>alr3301</i> promoter<br>amplification |
|                                | Palr3301R18   | ACCACTACCTCCAGATCCACCG<br>TCAATTAGGTCTGTCATACA        |                                          |
| <i>p<sub>alr8077</sub></i> CFP | Palr8077F572m | CGGCGGGGTTTTTTTTTTGGAC<br>GCTGCTAGTGTTCGCTT           | <i>alr8077</i> promoter<br>amplification |
|                                | Palr8077R24   | ACCACTACCTCCAGATCCACCC<br>CAGCCTAATAAATCCAAATTCAT     |                                          |
| <i>p<sub>all3526</sub></i> CFP | Pall3526F513m | CGGCGGGGTTTTTTTTTTGGAGT<br>AATTGGGTCGTAGGTGA          | <i>all3526</i> promoter<br>amplification |
|                                | Pall3526R21   | ACCACTACCTCCAGATCCACCT<br>TCTAACTTTTCGTAGGGCAT        |                                          |
| <i>p<sub>trn</sub></i> CFP     | PtrnF218m     | CGGCGGGGTTTTTTTTTTGGAG<br>AGTGAATCTGAGTAATTGACTT<br>C | <i>trn</i> promoter<br>amplification     |
|                                | PtrnR2m       | CCAGCTTGCCATGCTACACCTC<br>CTCGTTGGGTGGCAATTATTTA<br>G |                                          |

21  
22  
23  
24  
25  
26  
27  
28  
29  
30  
31  
32  
33  
34  
35  
36  
37  
38  
39

40  
41  
42  
43  
44  
45  
46  
47  
  
48  
49  
50  
  
51  
52  
53  
54  
55  
56  
57  
58  
59  
60  
61  
62

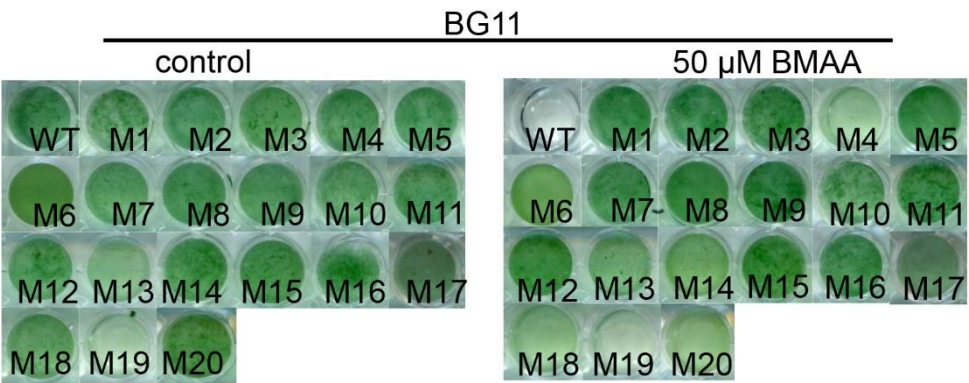

Supplementary Figure 1. BMAA resistance test in mutants M1 to M20. All strains were grown in the 24-well plates in the absence (control) or presence of 50  $\mu$ M BMAA. Note that M1-M17 has been characterized in our previous papers<sup>3,4</sup>.

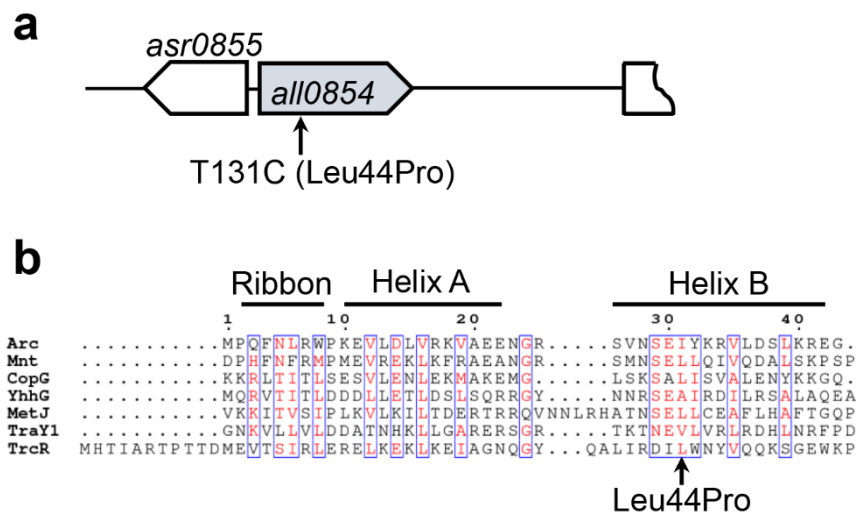

Supplementary Figure 2. The mutation site in *all0854* of M20. (a) Sketch map showing the mutation site in *all0854* of M20 identified with whole genome resequencing. (b) Sequence alignment of the DNA binding domain of some RHH family proteins. The RHH family proteins were chosen according to the work from Peter T. Chivers and Robert T. Sauer<sup>5</sup>.

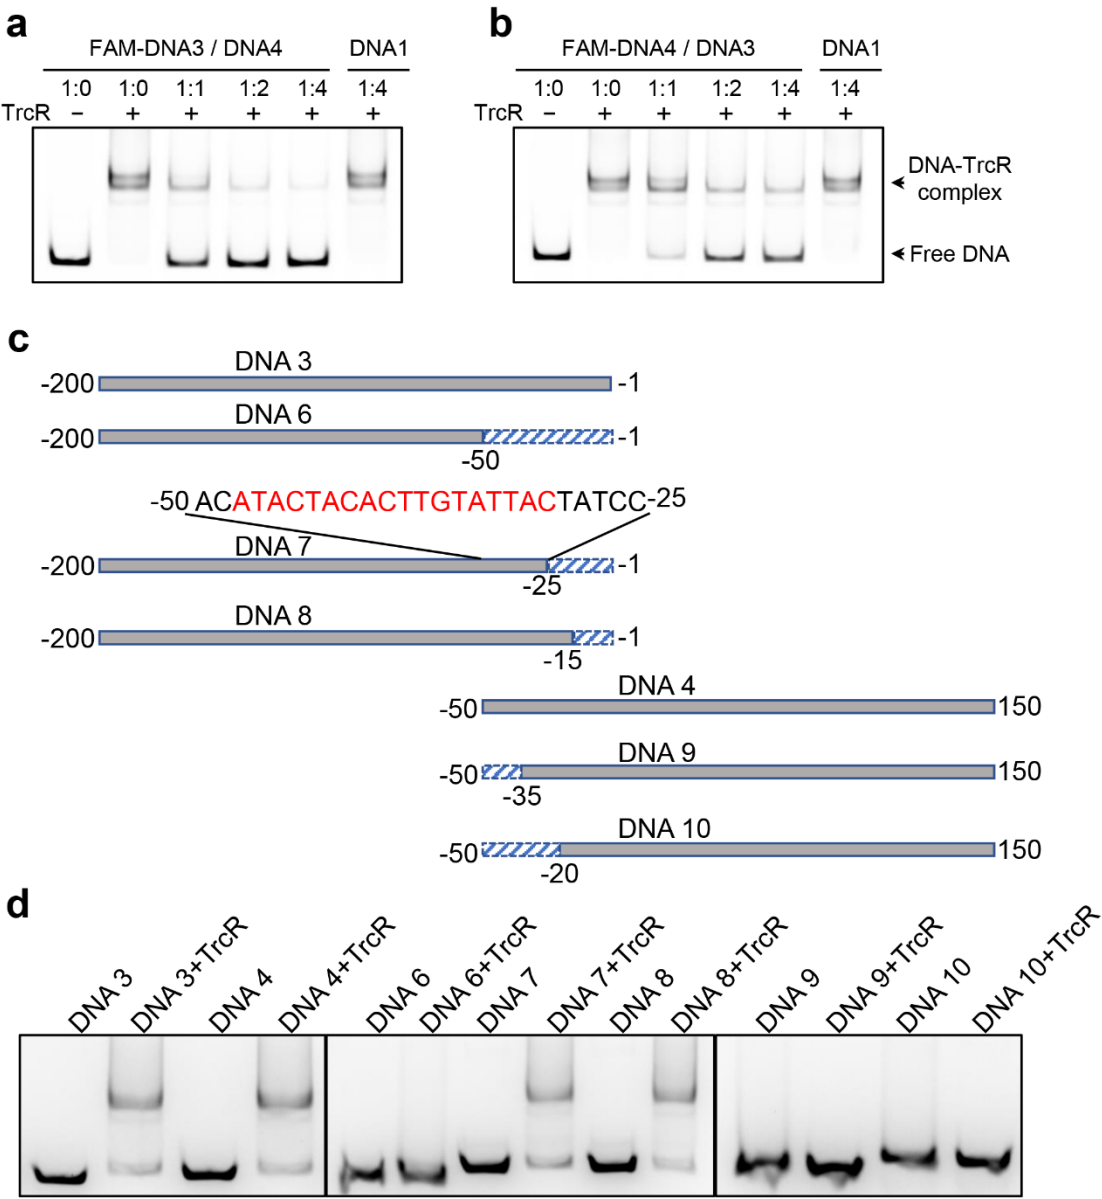

Supplementary Figure 3. EMSA test of TrcR binding to DNA3 and DNA4 specifically. (a) unlabeled DNA4 competes the binding of TrcR with FAM-labeled DNA3. (b) unlabeled DNA3 competes the binding of TrcR with FAM-labeled DNA4. (c) Illustration showing the truncated DNA fragments. The numbers on both ends of the DNA fragments indicate the relative position to the start codon. Regions with blue shading indicate the truncated portion. Letters in red indicate the conserved motif identified in Figure 2. (d) EMSA showing the binding of TrcR to truncated DNA3 and DNA4.

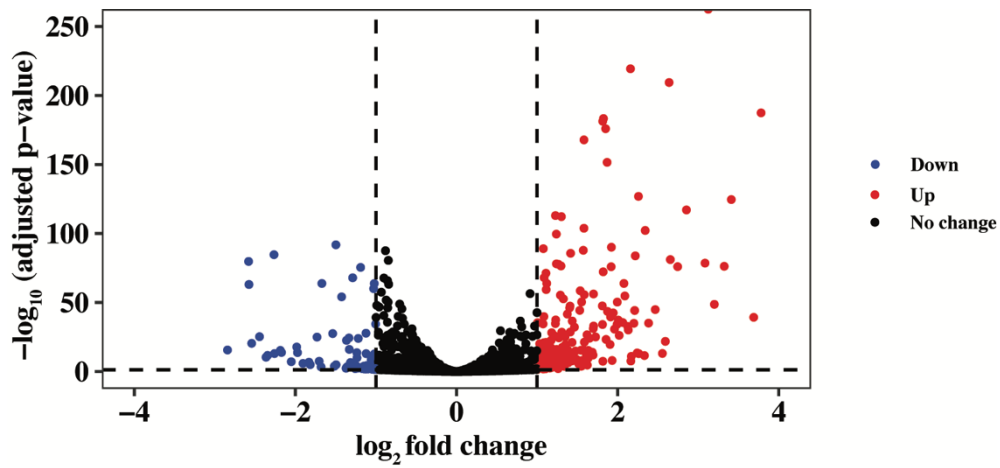

Supplementary Figure 4. Volcano plot of differentially expressed genes. Red and blue colors represent upregulated (203) and downregulated (66) genes, respectively, with a fold change > 2 and an adjusted P-value < 0.05 (indicated by dotted lines). The image was generated with ggplot2 in R.

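A volcano plot places each gene by the log2 of its fold change between Δ*trcR* and WT on the horizontal axis and by the negative logarithm of its adjusted P-value on the vertical axis, so that genes past both dotted lines are those counted as changed. In the counts analysed here, 938 genes had an adjusted p under 0.05 with a higher level in Δ*trcR* and 962 with a lower level (quasi-likelihood test of edgeR, 3 libraries per strain). Past the line of the fold change, the higher genes outnumbered the lower ones.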

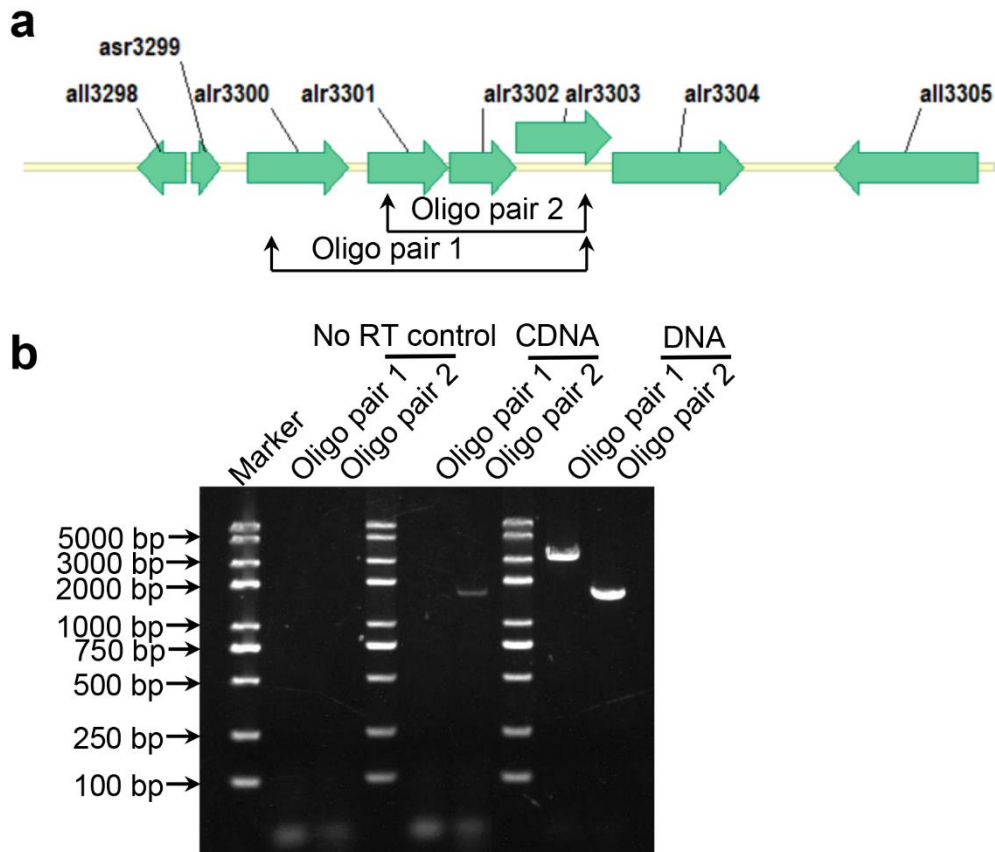

Supplementary Figure 5. *alr3301*, *alr3302* and *alr3303* constitute an operon verified by Reverse Transcription-PCR (RT-PCR). (a) Gene arrangement around *alr3301*-*alr3303* cluster in the genome. Oligo pairs designed for RT-PCR were indicated. (b) Agarose gel electrophoresis showing the RT-PCR results. As a control, a 3464 bp product (oligo pair 1) and a 1712 bp product (oligo pair 2) were obtained with 28 cycles of genomic DNA amplification. When using the reverse transcribed cDNA as template, a 1712 bp product was amplified by oligo pair 2, and no product obtained by oligo pair 1. Total RNA without reverse transcription (No RT control) was used as a negative control.

143

144

145

146

147

148

149

150

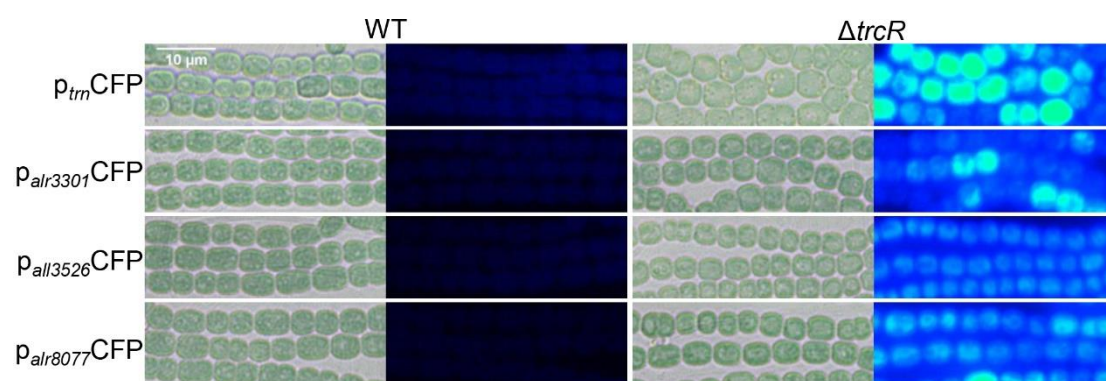

151

152 Supplementary Figure 6. Microscopic images indicating the transcription of *cfp* under specific promoters

153 (p<sub>trn</sub>CFP, p<sub>alr3301</sub>CFP, p<sub>all3526</sub>CFP and p<sub>alr8077</sub>CFP) in the WT or ΔtrcR background.

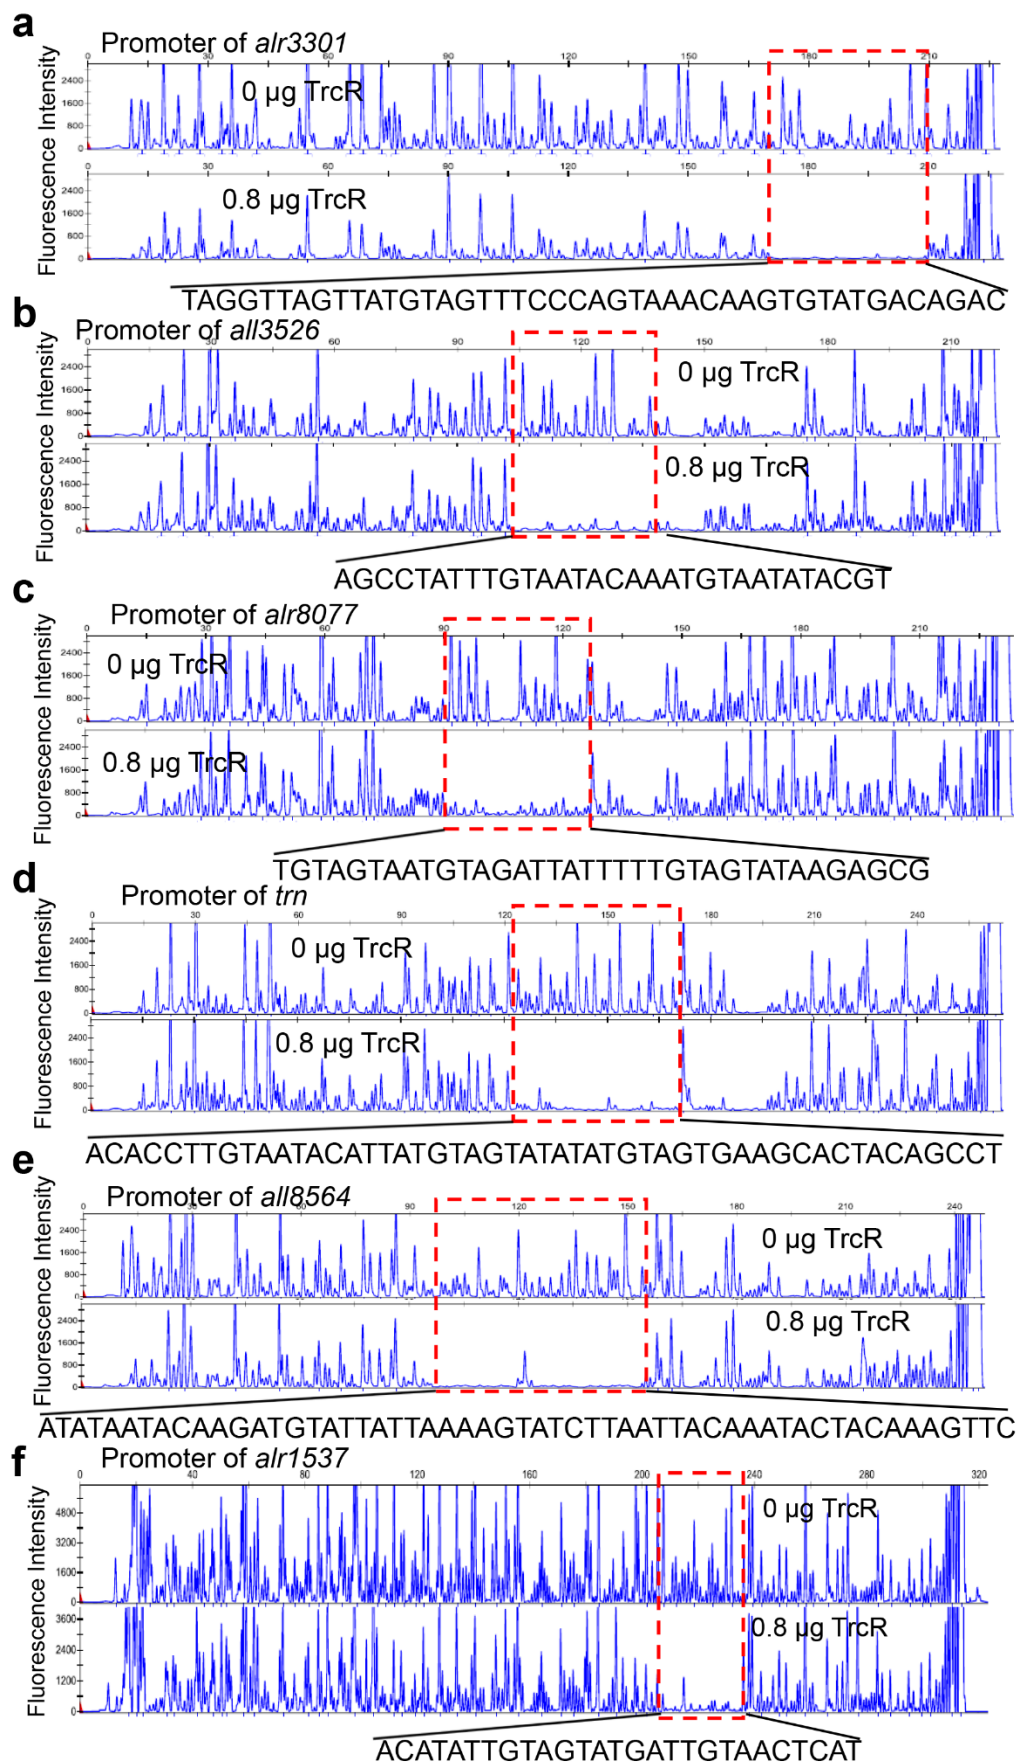

154

155 Supplementary Figure 7. DNase I footprinting assay showing the TrcR binding sequences in promoter regions

of (a) *alr3301*, (b) *all3526*, (c) *alr8077*, (d) *trn*, (e) *all8564* and (f) *alr1537*. In each figure, the upper panel shows the result without TrcR as a control and the lower panel is the result with 0.8 µg of TrcR in the reaction system. The protected region by TrcR is indicated by red frames, with corresponding sequences showing below.

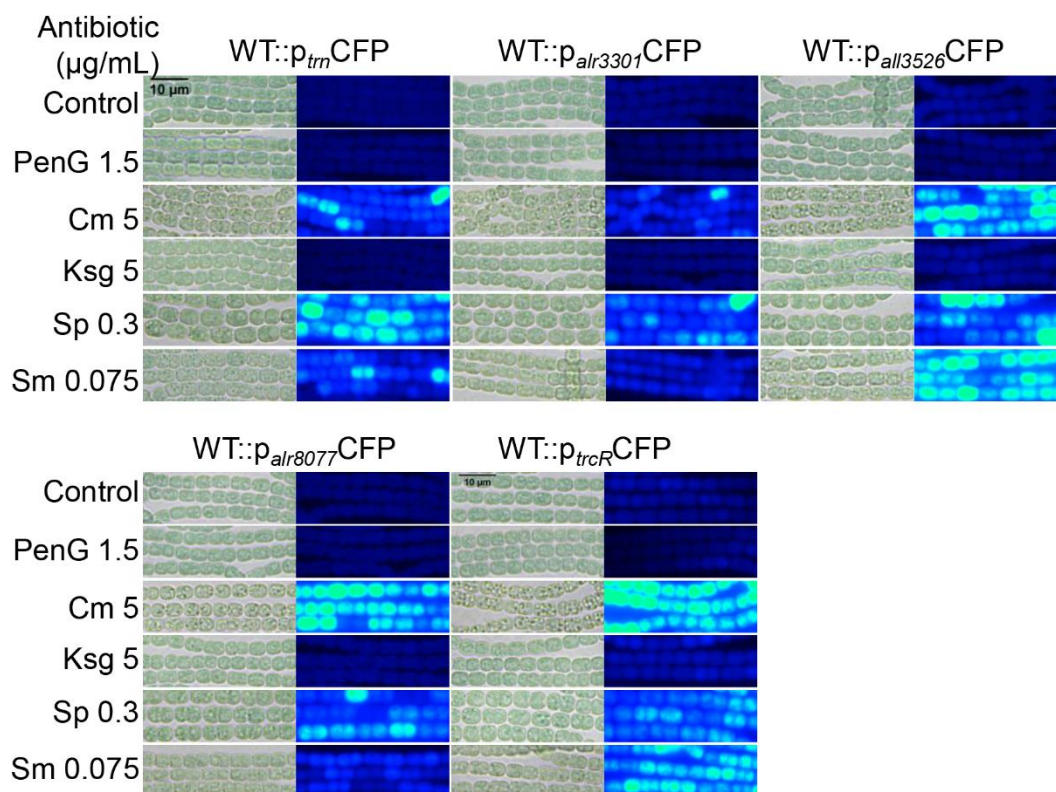

Supplementary Figure 8. Regulation of *trn*, *alr3301*, *all3526* transcription by TrcR under translational stress induced by antibiotics. The level of CFP transcription / fluorescence level indicates the level of corresponding gene expression in WT::p<sub>trn</sub>CFP, WT::p<sub>alr3301</sub>CFP, WT::p<sub>all3526</sub>CFP, WT::p<sub>alr8077</sub>CFP and WT::p<sub>trcR</sub>CFP. Cells were incubated in BG11 containing indicated antibiotics (PenG 1.5 µg/mL, Cm 5 µg/mL, Ksg 5 µg/mL, Sp 0.3 µg/mL, Sm 0.075 µg/mL) for 48 h before imaging.

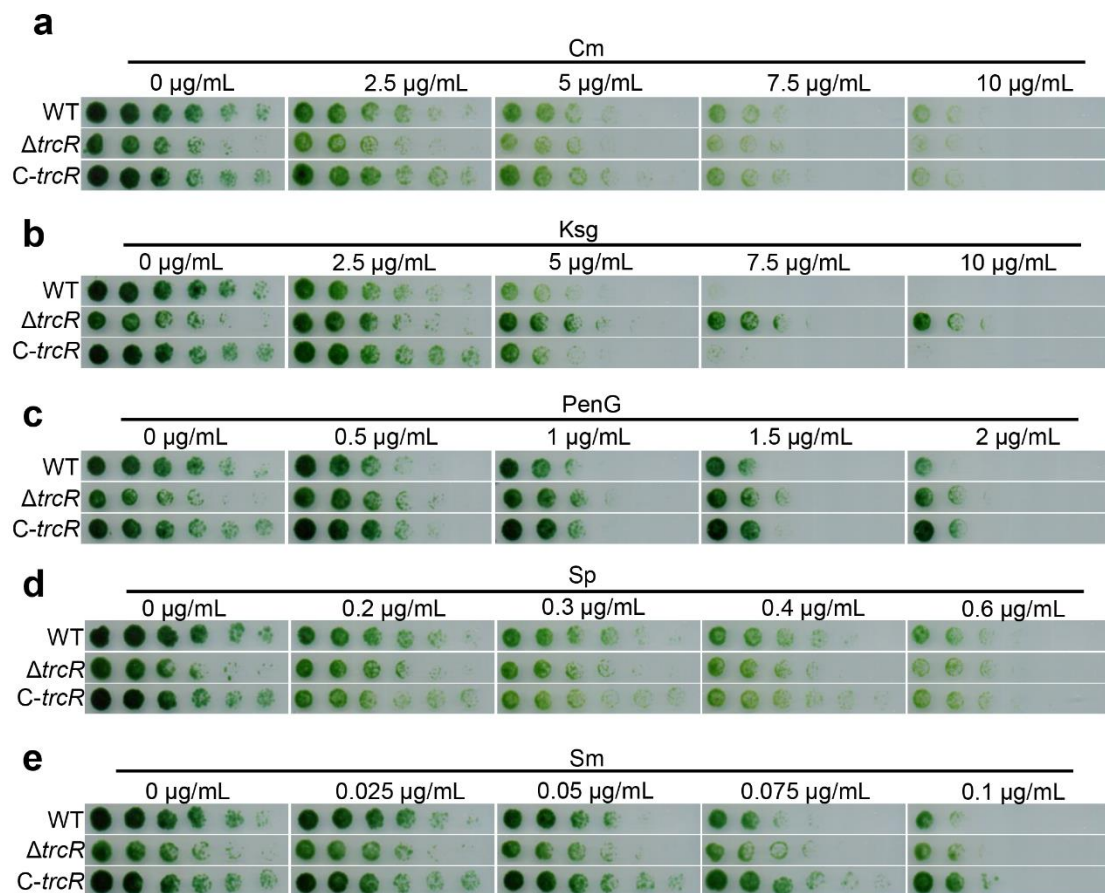

Supplementary Figure 9. Antibiotic sensitivity test. Spot assay on agar plates showing the sensitivity of WT,  $\Delta trcR$  and C-trcR to different concentrations of Cm (a), Ksg (b), PenG (c), Sp (d) and Sm (e).

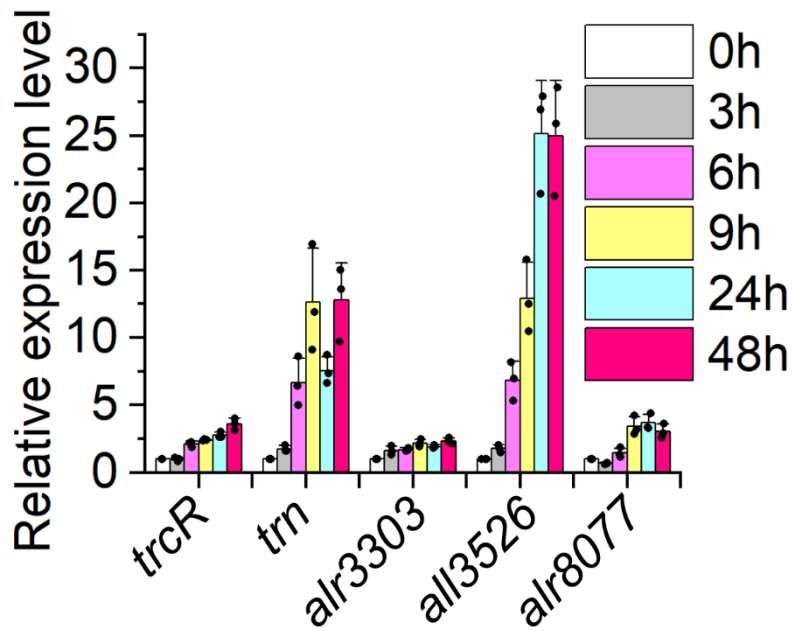

Supplementary Figure 10. Monitoring of the target gene transcription levels in the WT cells under the treatment of 5  $\mu\text{g/mL}$  Cm. qRT-PCR were performed to obtain the relative transcription levels of *trcR*, *trn*, *alr3303*, *all3526* and *alr8077* at indicated time points. The transcription level of *trn* operon was indicated by an interval fragment *int* between tRNAs (see Figure 5c).  $n=3$  biologically independent samples. The experiment was repeated three times for each sample. Data shown are the mean values  $\pm$  S.D.

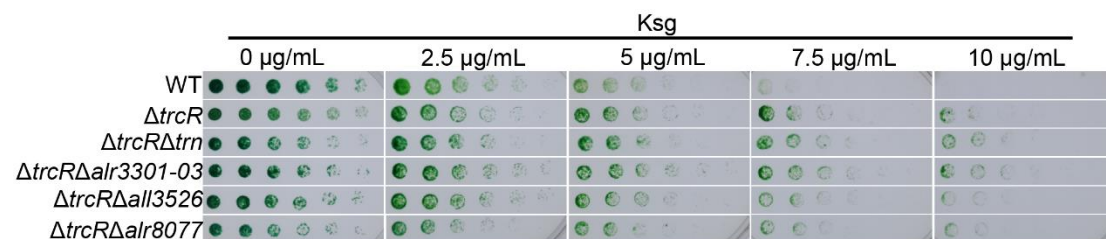

Supplementary Figure 11. Spot assay for testing Ksg sensitivity of WT and mutant strains. The sensitivity of WT,  $\Delta trcR$ ,  $\Delta trcR \Delta trn$ ,  $\Delta trcR \Delta alr3301-03$ ,  $\Delta trcR \Delta all3526$  and  $\Delta trcR \Delta alr8077$  to Ksg was tested at indicated concentrations.

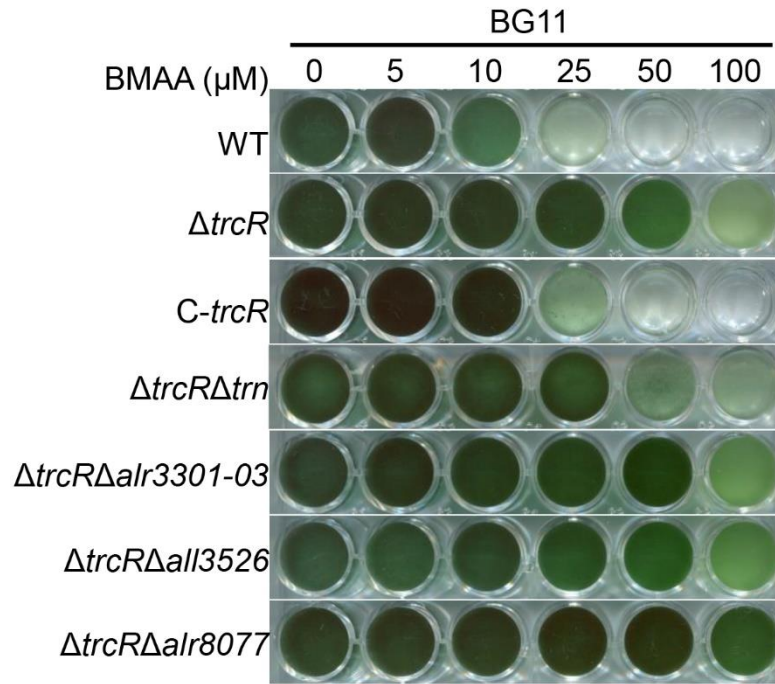

Supplementary Figure 12. BMAA sensitivity test. WT,  $\Delta trcR$ ,  $\Delta trcR\Delta trn$ ,  $\Delta trcR\Delta alr3301-03$ ,  $\Delta trcR\Delta alr3526$  and  $\Delta trcR\Delta alr8077$  were grown in BG11 containing indicated concentrations of BMAA in 24-well plates.

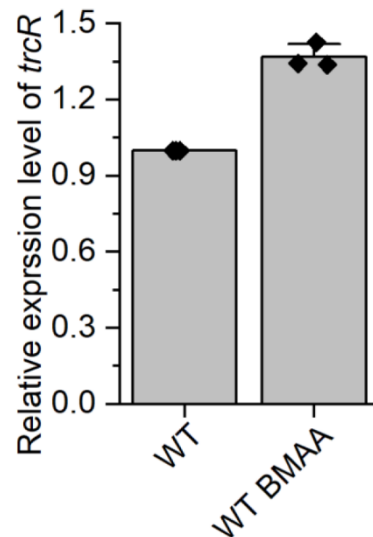

Supplementary Figure 13. Transcription levels of *trcR* quantified by qRT-PCR in WT with or without BMAA treatment. n=3 biologically independent samples. The experiment was repeated three times for each sample. Data shown are the mean values  $\pm$  S.D.

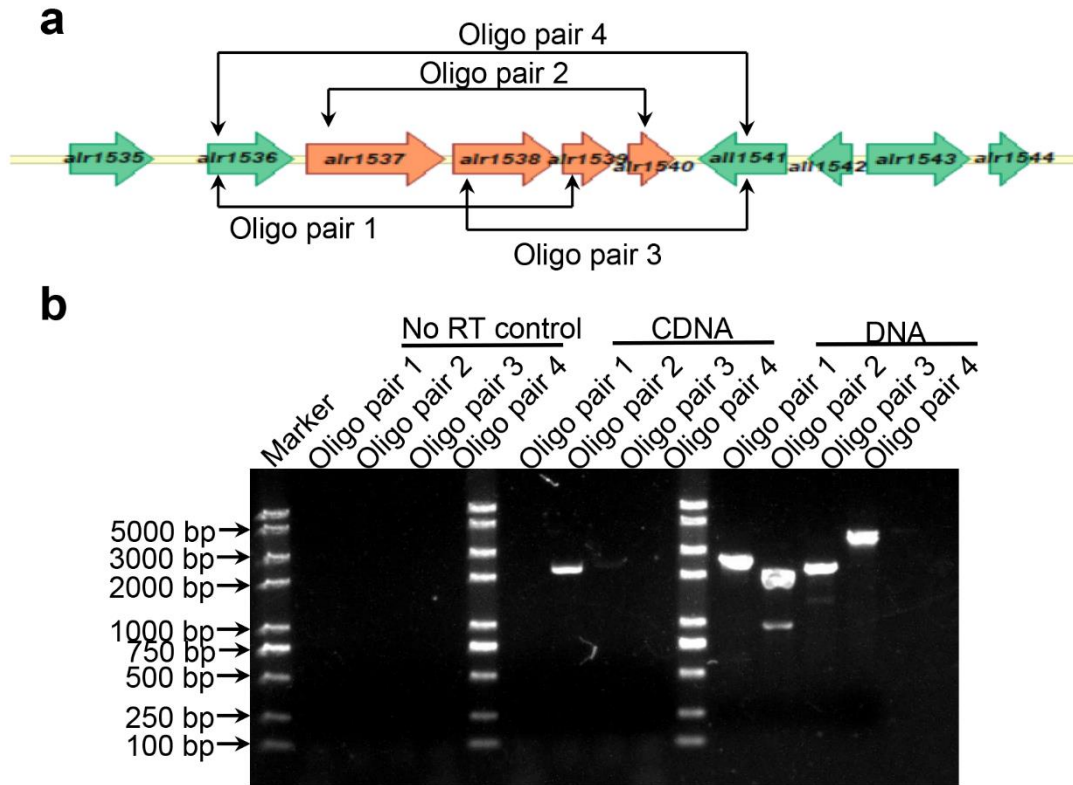

Supplementary Figure 14. Co-transcription of *alr1537*, *alr1538*, *alr1539* and *alr1540* verified by Reverse Transcription-PCR. (a) Arrangement of genes around *alr1538* on chromosome and the relative positions of the PCR products amplified by oligo pair 1, 2, 3 and 4. (b) Agarose gel electrophoresis showing the Reverse Transcription-PCR results. DNA products of 2690 bp, 2519 bp, 2651 bp and 4193 bp were obtained with 28 cycles of PCR amplification with respective oligo pairs and the genomic DNA as template. When using cDNA as template, only the 2519 bp product amplified by oligo pair 2 was obtained. RNA without reverse transcription (No RT control) was used as control.

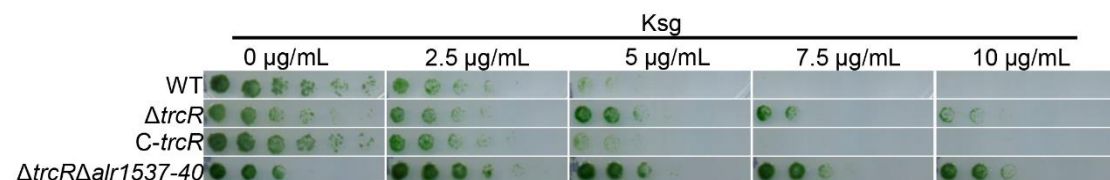

Supplementary Figure 15. Spot assay for testing Ksg sensitivity of WT, *ΔtrcR*, *C-trcR* and *ΔtrcRΔalr1537-40*. Ksg were tested at indicated concentrations.

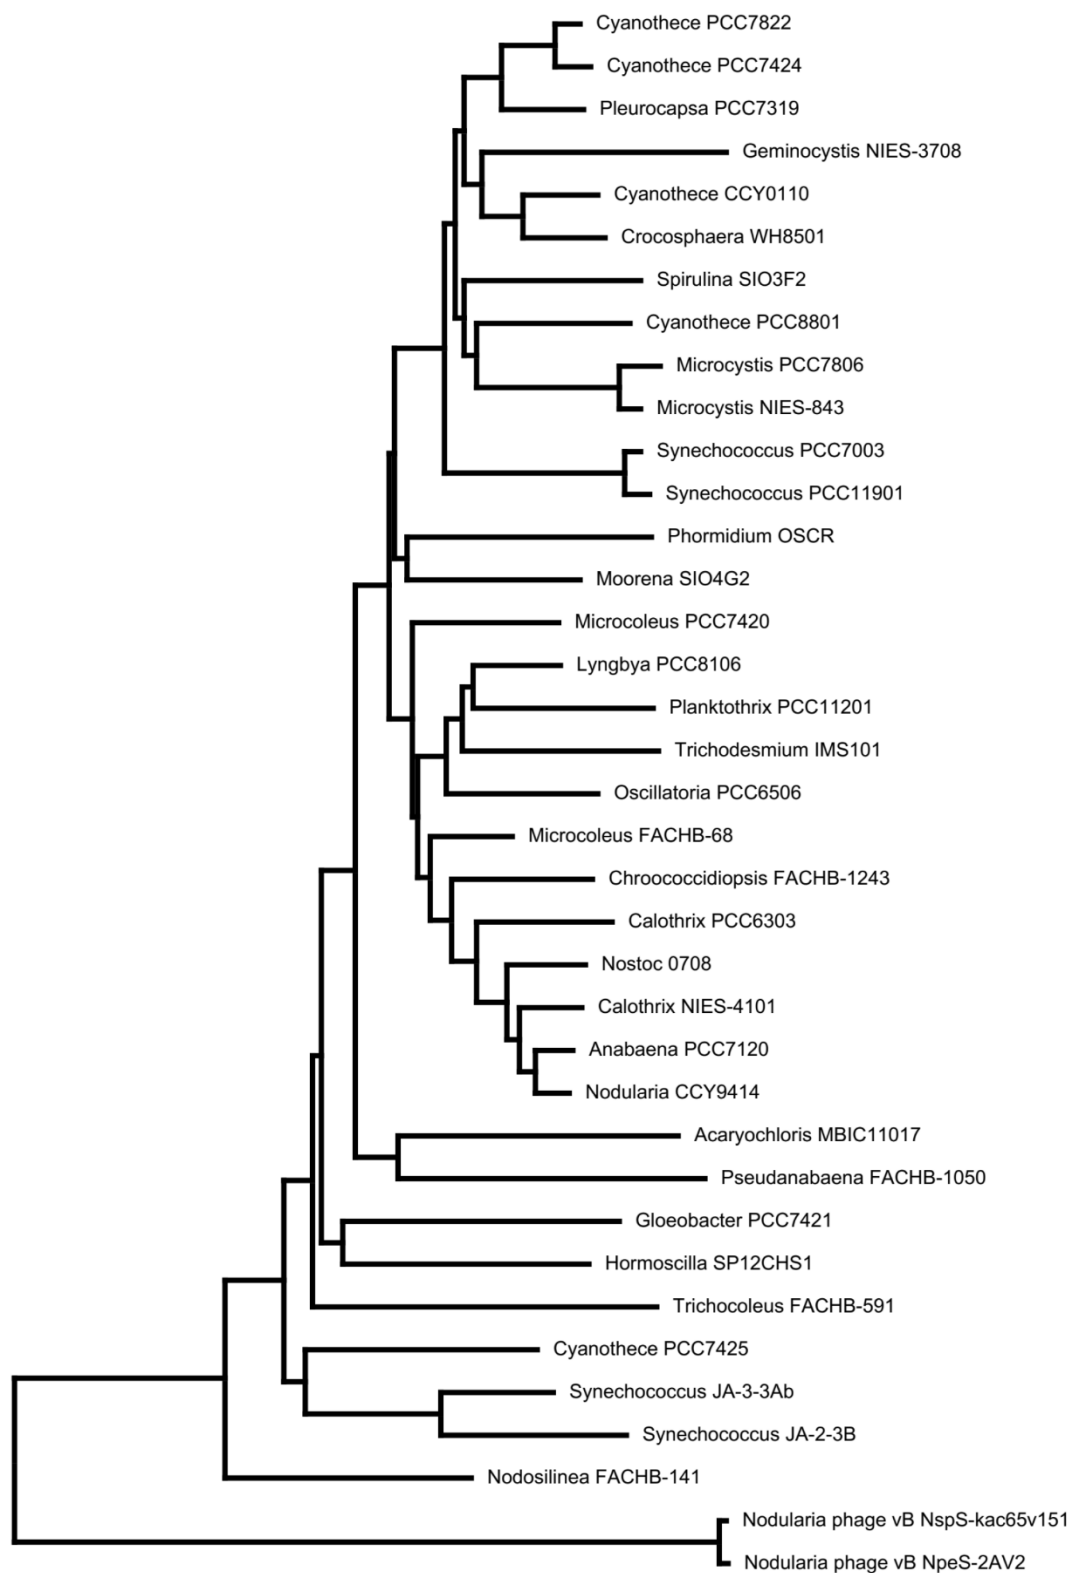

Supplementary Figure 16. Phylogenetic analysis for TrcR homologs from representative cyanobacterial strains. The tree was constructed by MEGA using the Neighbor-Joining method<sup>6,7</sup>.

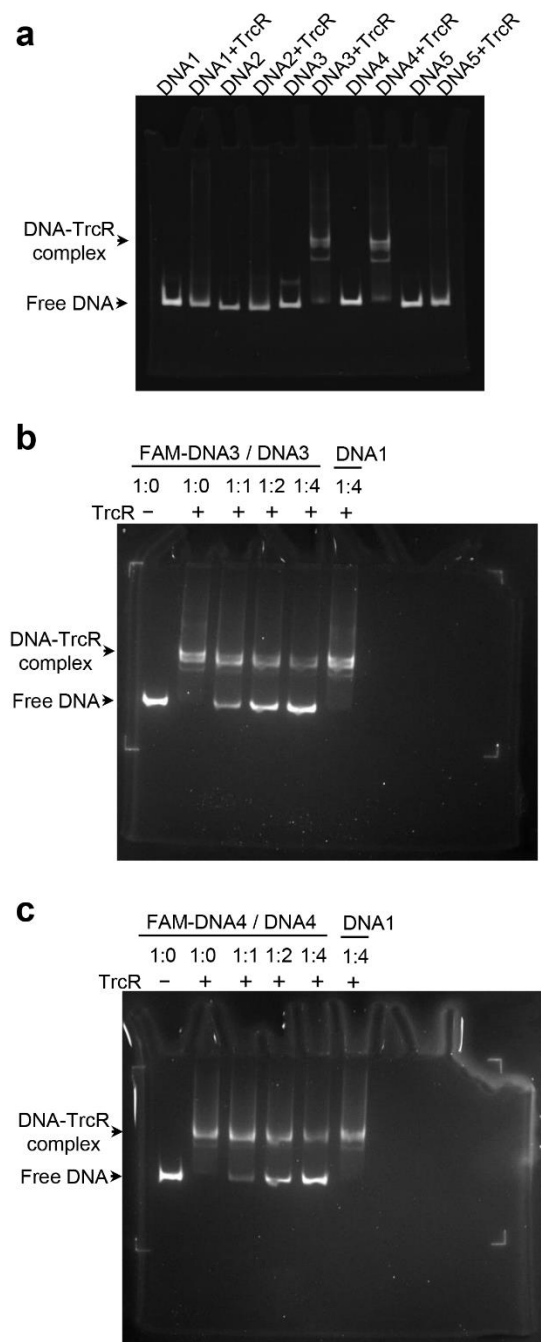

238 Supplementary Figure 17. The unedited gel images for Figure 2c-e. The unedited gel images for Figure 2c  
239 (a), Figure 2d (b) and Figure 2e (c).

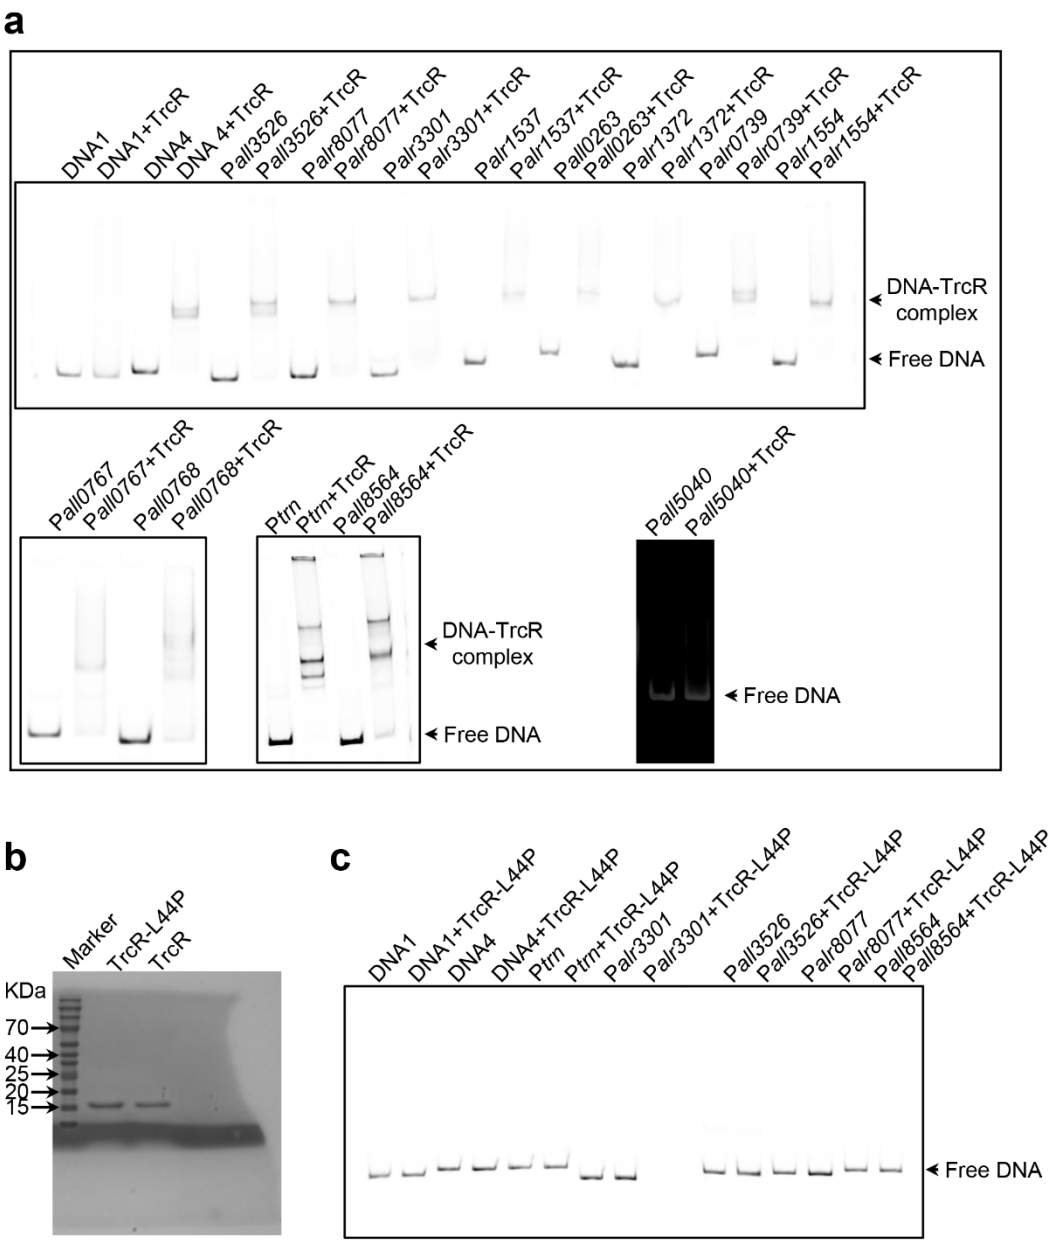

Supplementary Figure 18. The unedited gel images for Figure 4a-c. The unedited gel images for Figure 4a (a), Figure 4b (b) and Figure 4c (c).

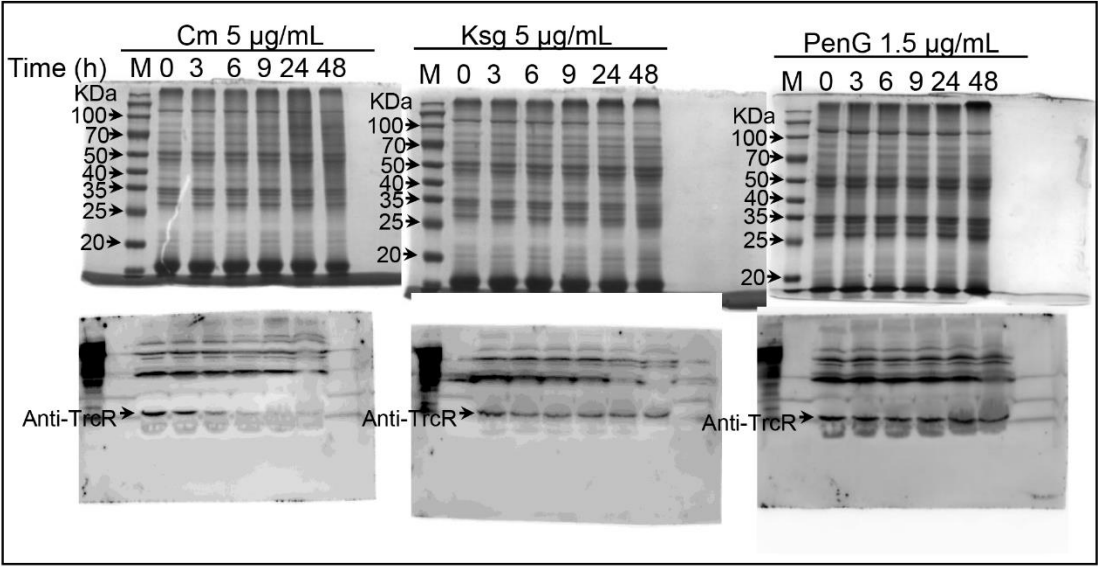

Supplementary Figure 19. The unedited blot/gel images for Figure 6b.

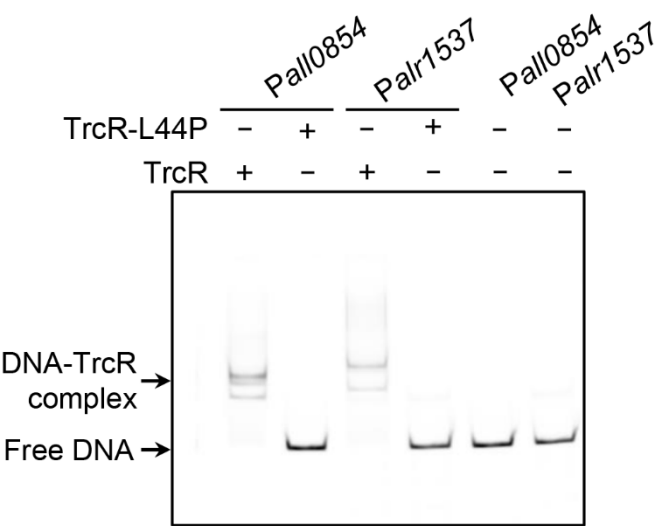

Supplementary Figure 20. The unedited gel image for Figure 8a.

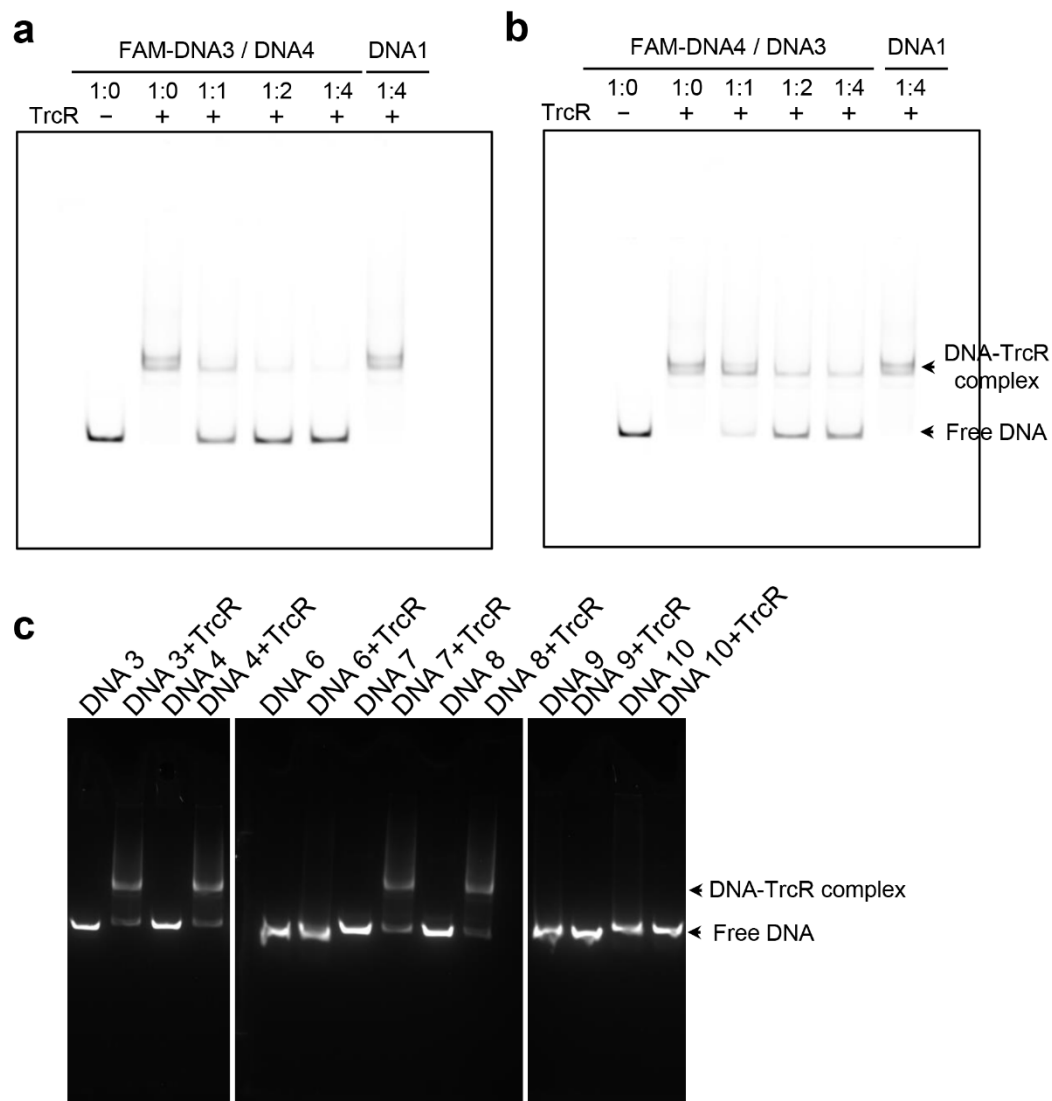

Supplementary Figure 21. The unedited gel images for Supplementary Figure 3a, 3b and 3d. The unedited gel images for Supplementary Figure 3a (a), 3b (b) and 3d (c).

282

283

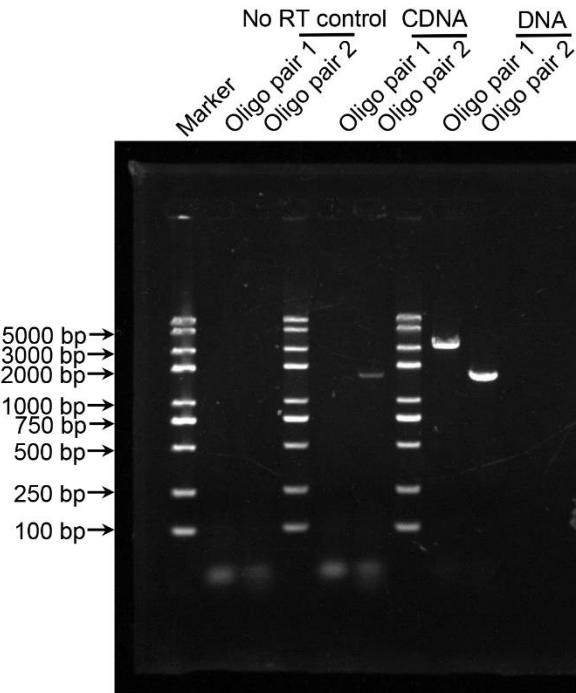

284

285      Supplementary Figure 22. The unedited gel image for Supplementary Figure 5b.

286

287

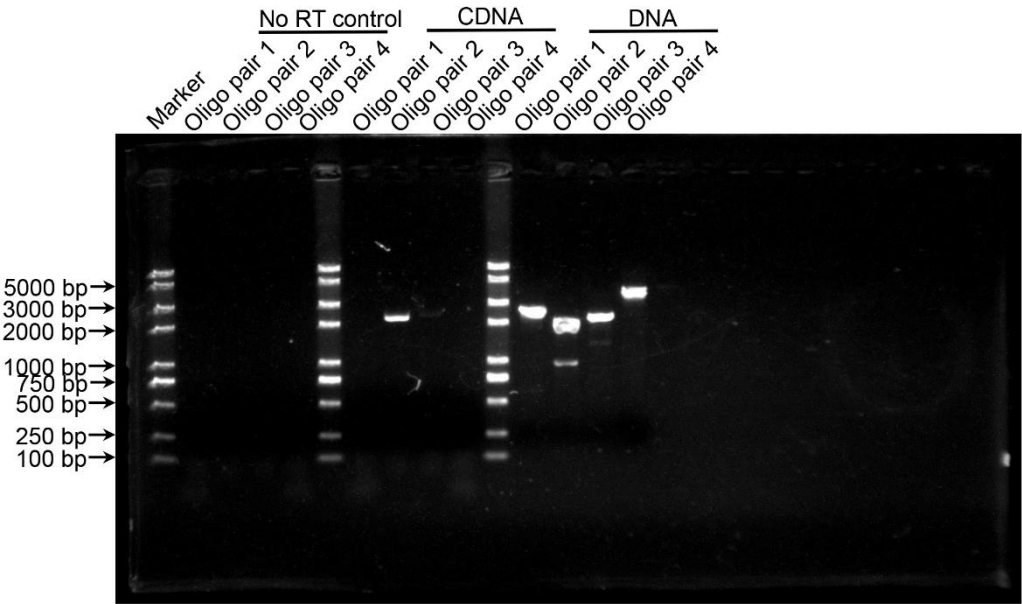

288

289      Supplementary Figure 23. The unedited gel image for Supplementary Figure 14b.

290

291

## Supplementary References

- 1 Xing, W. Y., Xie, L. R., Zeng, X., Yang, Y. & Zhang, C. C. Functional Dissection of Genes Encoding DNA Polymerases Based on Conditional Mutants in the Heterocyst-Forming Cyanobacterium *Anabaena* PCC 7120. *Front Microbiol* **11**, 1108 (2020).
- 2 Santamaría-Gómez, J. *et al.* Role of a cryptic tRNA gene operon in survival under translational stress. *Nucleic Acids Res* **49**, 8757-8776 (2021).
- 3 Wang, Z. Q. *et al.* The Proposed Neurotoxin  $\beta$ -N-Methylamino-L-Alanine (BMAA) Is Taken up through Amino-Acid Transport Systems in the Cyanobacterium *Anabaena* PCC 7120. *Toxins (Basel)* **12** (2020).
- 4 Wang, Z. Q. & Zhang, C. C. A tRNA t(6)A modification system contributes to the sensitivity towards the toxin  $\beta$ -N-methylamino-L-alanine (BMAA) in the cyanobacterium *Anabaena* sp. PCC 7120. *Aquat Toxicol* **245**, 106121 (2022).
- 5 Chivers, P. T. & Sauer, R. T. NikR is a ribbon-helix-helix DNA-binding protein. *Protein Sci* **8**, 2494-2500 (1999).
- 6 Kumar, S., Stecher, G., Li, M., Knyaz, C. & Tamura, K. MEGA X: Molecular Evolutionary Genetics Analysis across Computing Platforms. *Mol Biol Evol* **35**, 1547-1549 (2018).
- 7 Saitou, N. & Nei, M. The neighbor-joining method: a new method for reconstructing phylogenetic trees. *Mol Biol Evol* **4**, 406-425 (1987).

# Supplementary material for: Global translational control by the transcriptional repressor TrcR in the filamentous cyanobacterium Anabaena sp. PCC 7120
**Source:** Commun Biol. 2023 Jun 15;6:643. doi: 10.1038/s42003-023-05012-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** The single nucleotide polymorphism (SNP) sites mapped in CDS (coding sequence) regions of the mutant M20 compared to WT.

**File name:** Supplementary Data 2

**Description:** The RNA-seq data analysis of genes with altered transcriptional level in  $\Delta$ trcR compared to WT.

**File name:** Supplementary Data 3

**Description:** The RNA-seq data analysis of genes with more than 2 folds changes in  $\Delta$ trcR compared to WT.

**File name:** Supplementary Data 4

**Description:** Growth curve measurement of WT,  $\Delta$ trcR, M20, C-trcR and M20-CtrcR. The source data behind Figure 1b.

**File name:** Supplementary Data 5

**Description:** Threshold cycle (Ct) values of qRT-PCR. The source data behind Figure 4d.

**File name:** Supplementary Data 6

**Description:** Threshold cycle (Ct) values of qRT-PCR. The source data behind Figure 5a, b.

**File name:** Supplementary Data 7

**Description:** The relative fluorescence intensity of WT::ptrnCFP, WT::palr3301CFP, WT::pall3526CFP, WT::palr8077CFP and WT::ptrcRCFP. The source data behind Figure 6a.

**File name:** Supplementary Data 8

**Description:** The relative integrated density (IntDen) of the TrcR band quantified from Western blot images using ImageJ. The source data behind Figure 6b.

**File name:** Supplementary Data 9

**Description:** The relative  $\beta$ -galactosidase activity (%) of WT and  $\Delta$ trcR acrrying different lacZ derivatives. The source data behind Figure 7.

**File name:** Supplementary Data 10

**Description:** Threshold cycle (Ct) values of qRT-PCR. The source data behind Figure 8b.

**File name:** Supplementary Data 11

**Description:** BMAA concentration in WT,  $\Delta$ trcR and  $\Delta$ natA $\Delta$ bgtA at indicated time points after adding 50  $\mu$ M BMAA into the medium. The source data behind Figure 8d.

**File name:** Supplementary Data 12

**Description:** Relative concentration of intracellular BMAA quantified at indicated time points after transferring the samples into BMAA-free medium. The source data behind Figure 8e.

**File name:** Supplementary Data 13

**Description:** Amount of BMAA secreted into the supernatant after transferring the samples into BMAA-free medium for 60 minutes. The source data behind Figure 8f.

# Supplementary material for: Global translational control by the transcriptional repressor TrcR in the filamentous cyanobacterium Anabaena sp. PCC 7120
**Source:** Commun Biol. 2023 Jun 15;6:643. doi: 10.1038/s42003-023-05012-9
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software that was central to the research was used.

Data analysis No software that was central to the research was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data have been deposited with Gene Expression Omnibus (GEO) database under accession number GSE218875.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                       |
|-----------------------------|-----------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | <input type="text" value="We state that there is no data about sex and gender in our study."/>                        |
| Population characteristics  | <input type="text" value="There is no study about population characteristics in our research."/>                      |
| Recruitment                 | <input type="text" value="There is no study involving human research participants in our research."/>                 |
| Ethics oversight            | <input type="text" value="There is no study involving human research participants, sex and gender in our research."/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="Sample size was determined according to references or recognized methods in this field."/> |
| Data exclusions | <input type="text" value="No data were excluded."/>                                                                  |
| Replication     | <input type="text" value="All attempts at replication were successful."/>                                            |
| Randomization   | <input type="text" value="Samples were allocated randomly."/>                                                        |
| Blinding        | <input type="text" value="We cultured strains at the same conditions and samples were taken randomly."/>             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <input type="text" value="Anti-TrcR was prepared by Mabnus Biotech Co., Ltd (Wuhan, China) through injecting recombinant TrcR protein into rabbit."/>                                                          |
| Validation      | <input type="text" value="Recombinant TrcR was expressed in E.coli. The gene of trcR is from cyanobacterium Anabaena PCC 7120. The antibody was prepared by injecting recombinant TrcR protein into rabbit."/> |

How the deposited data were processed for this re-analysis (not part of the article)

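RNA of WT *Anabaena* and of the deletion strain Δ*trcR* was sequenced in 3 libraries per strain. Samples were grouped by the strain and replicate number of their labels, which match the triplicates described in the methods. The only comparison was Δ*trcR* against WT.

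For each library the authors deposited an expected count per gene, an estimate of its reads or fragments that is not normalized and not always whole. Beside it the authors deposited an FPKM value, which divides the count by the gene length and by the size of the library. The paper states that BGI did the sequencing and the data analysis, and it refers to an earlier publication for the details. The aligner, the counting tool, the genome build, the filters on reads and the use of the strand in counting are not given in the sources used here. The sample records name a stranded library kit. Reads of near-identical genes, overlapping genes or antisense transcripts could have been divided in ways that the files do not show. The paper's text names no statistical test for the RNA-seq comparison, while the legend of Supplementary Fig. 4 gives the thresholds of fold change and adjusted P-value that were used here.

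From these files the following was computed. Expected counts were rounded to whole numbers, and a gene missing from a library's list was given 0. No list held a row without a gene identifier. Totals ranged from 7749882 to 8043295 counts in Δ*trcR* with a median of 7840724, and from 8058006 to 8302867 in WT with a median of 8068266. A count of 0 allows up to 3 counts in a library at a confidence level of 95%, which is 3.81e-05% of a Δ*trcR* library and covers counting error only. The test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) with TMM factors, filterByExpr on the 2 groups and the strain as the only term. Adjusted p-values are Benjamini-Hochberg values over the 5047 genes tested. Standard errors of log2 fold changes were obtained by dividing the log2 fold change by the square root of the F statistic. Normalized values are CPM on the TMM-scaled library size, given as mean and SD of 3 libraries.

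Genes are named by the older locus tags that a RefSeq gene table (assembly ASM970v1) pairs with the identifiers in the files. Of 5972 identifiers, 5739 matched. Because the build behind the files is not named, that table was used only for the names, symbols and types of genes, for the order of neighboring genes and for the number of tRNA genes between 2 of them, and no coordinates are given. Sets of genes were made from its symbols, which 885 listed genes have, in place of product names, so the sets can be incomplete. They comprised ribosomal protein genes (51 tested), aminoacyl-tRNA synthetase genes (20 tested) and genes with a *nif* symbol (9 tested). The *nif* set was chosen after such a gene had been seen lower in the readable part of Supplementary Data 2. Each set was tested with camera at the preset correlation of 0.01 and with fry in limma 3.58.1, and the 3 p-values of each test were adjusted by the Benjamini-Hochberg method.

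The genes named in the text follow a rule set before the data were examined. It takes the genes that the paper's text or Table 1 names, the 3 listed genes on either side of *all0854*, and the 10 largest increases and 10 largest decreases among called genes whose 3 Δ*trcR* values lie on one side of all 3 WT values. The values of Table 1 and of the readable part of Supplementary Data 2 had been seen at that point. Genes without a name are given by count only. Genes outside this rule are said to be chosen after their values were seen.

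The analysis was tested on simulated counts for the comparison of Δ*trcR* with WT, drawn from the mean of each real gene and the real library sizes with 200 genes changed 4-fold up or down. Of these 200 genes, 198 were recovered among 5045 genes tested, and 1 unchanged gene was called. DESeq2 recovered 191 of them. Of 50 random sets of unchanged genes, 0 had a camera p under 0.05. The simulated genes varied independently, so this does not test camera on genes that vary together. In the data the ribosomal protein genes had an estimated correlation of 0.25. The simulation also does not test calls near 2-fold or the scaling by TMM factors.

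The alternatives were DESeq2 1.42.0 with its own size factors, library sizes only, upper-quartile factors, no filter on low counts, a filter at a mean count of 50, the replicate number as a block, a test of the fold change against 2 (glmTreat), limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), and each library left out in turn. DESeq2 with shrunken fold changes was added after seeing the data. A test of the binding motif of TrcR upstream of the called genes was planned and not run, because no genome sequence was used here. A test of the share of called genes on plasmids was planned and not run, because no replicon was assigned from a table of another build. Supplementary Data 2 and Data 3, of which only part could be read, were not used for any test.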

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

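The tests of a change in copy number, of a loss of the surrounding region, of the scaling and of variation between cultures, with their limits, were chosen only after the result was seen, and the other tests after the fold changes of the genes had been seen. The sets of neighboring genes below were themselves found in these data, among genes that the paper does not discuss, and their genes were chosen after their values were seen. Except in part of the *nif* genes, all 3 Δ*trcR* values of these genes lay on one side of all 3 values of the WT controls. Heterogeneity was tested with the chi-square statistic of the log2 fold changes and their standard errors, an approximation that treats the genes as independent. Variation between cultures was measured within each strain only. A condition shared by all 3 cultures of a strain therefore cannot be told apart from the deletion. That the deletion of *trcR* acts on these genes, directly or through other regulators, was not tested and stays open for all of them, since the libraries cover 1 deletion strain.

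The longest row of neighboring genes called in one direction runs from *alr3059* to *alr3073*, with 15 genes higher in Δ*trcR*. Their median log2 fold change was 1.56, from 1.20 for *alr3061* to 2.22 for *alr3072*, and their largest adjusted p was 1.08e-10 (quasi-likelihood test of edgeR). All 3 Δ*trcR* libraries lay above all 3 WT libraries in each of the 15 genes. The genes before it, *alr3057* and *alr3058*, rose by 0.80 and 0.82 on the log2 scale without reaching 2-fold, and the gene after it, *alr3074*, changed by -0.09. Calls scattered at random over the genes gave no row longer than 4 genes in 1000 shuffles, although genes of an operon are not independent. No single library made the pattern, since 15 genes stayed called whichever library was left out, and low counts did not, since 15 were called among genes with a mean count of at least 50. The scaling did not make it either, since 15 genes were called with DESeq2 size factors, with library sizes only and with upper-quartile factors. A higher copy number of the region predicts one fold change for the genes, and their fold changes differed (chi-square heterogeneity test, p = 1.43e-24). Variation between cultures was compared over all 4925 sets of as many neighboring tested genes, in which libraries of one strain differed by at most 1.18 in their mean log2 level, while the nearest libraries of both strains differed by 1.49 in this row.

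From *all4420* to *all4432*, 12 neighboring genes were higher in Δ*trcR*, with a median log2 fold change of 2.19 that ranged from 1.75 for *all4424* to 2.55 for *all4431*. The change ended sharply, with 0.27 for *all4433* and 0.38 for *all4418*. Each of the 12 genes stayed called whichever library was left out, and 11 were called among genes with a mean count of at least 50. With DESeq2 size factors, library sizes only and upper-quartile factors, 12 genes were called. The fold changes differed between the genes more than their errors allow (chi-square heterogeneity test, p = 2.82e-09), which argues against a change in copy number as the whole cause. At most 4 genes stood in a row after shuffling. Libraries of one strain differed by at most 1.26 in the mean log2 level of any 12 neighboring tested genes. In this row the nearest libraries of both strains differed by 2.04, which argues against variation of the kind seen between cultures of one strain.

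From *all3317* to *all3325*, 8 neighboring genes were lower in Δ*trcR*, with log2 fold changes between -1.43 for *all3320*, annotated *vgrG*, and -1.13 for *all3317*. The neighboring *all3326* and *all3327* fell by 0.99 and 0.97 without reaching 2-fold, and on the other side *all3316* and *all3315* fell by 0.29 and 0.91. All 8 genes stayed called whichever library was left out, 8 were called among genes with a mean count of at least 50, and shuffling gave at most 3 in a row. At least 6 of them were called with DESeq2 size factors, library sizes only and upper-quartile factors, the fewest with library sizes only. The fold changes of these genes were nearly uniform (chi-square heterogeneity test, p = 0.049, not under the 0.0125 that 4 tests require), so a lower copy number of the region in part of the Δ*trcR* cells cannot be told apart from lower transcription. Variation between cultures cannot be told apart either. Libraries of one strain differed by up to 1.37 in the mean log2 level of 8 neighboring tested genes, and 9 of 4932 such sets reached the 1.18 between the nearest libraries of both strains in this row, although within this row libraries of one strain differed by at most 0.103.

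From *all4000* to *alr4005*, 5 neighboring genes were higher in Δ*trcR*, from 1.11 for *alr4005* to 2.83 for *all4003* on the log2 scale. All 5 stayed called whichever library was left out and 5 passed the filter at a mean count of 50. Shuffling gave up to 4 in a row, so this row stands least apart. With DESeq2 size factors, library sizes only and upper-quartile factors, 5 genes were called, and one common fold change was excluded (chi-square heterogeneity test, p = 2.84e-26). In contrast to the 3 longer rows, these genes also varied between libraries of a strain, with a spread at the 98.2nd percentile of rows of as many genes. *all4003* had 303, 407 and 407 counts in Δ*trcR* and 49, 56 and 30 in WT. Libraries of one strain differed by up to 1.82 in the mean log2 level of 5 neighboring tested genes, and 4 of 4935 such sets reached the 1.45 between the nearest libraries of both strains in this row, so variation between cultures cannot be told apart from the deletion here.

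*all8030* was more than 8-fold lower in Δ*trcR* (log2 fold change -3.37) and is discussed nowhere in the paper. It stayed called at 2-fold in 6 of 6 fits with a library left out, so no single library made it. It exceeded 8-fold in 13 of the 15 alternative analyses that tested it. Its neighbor *all8032* fell by 2.63. The 10 nearest tested genes outside its row had a median log2 fold change of -0.57, most with few counts. On one side *all8024*, *all8026* and *asl8027* changed by -0.03, -0.03 and -0.15 and *alr8025* by -0.86, while on the other side *alr8033*, *alr8034*, *all8046* and *all8047* changed by -1.01, -1.74, -1.14 and -0.94 and *all8062* by -0.28, so a partial loss of the surrounding region cannot be told apart from lower transcription.

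*alr0744* was more than 8-fold higher in Δ*trcR* (log2 fold change 3.02) and is not in Table 1. It stayed called at 2-fold in 6 of 6 fits with a library left out. Its WT counts of 3, 6 and 10 limit the precision, and it fell under 8-fold without Δ*trcR* replicate 1 (2.91), without WT replicate 1 (2.70) and without WT replicate 2 (2.97).

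Genes with a *nif* symbol were lower in Δ*trcR*, with a median log2 fold change of -0.33 over 9 genes tested (camera, adjusted p = 0.0154, and fry, adjusted p = 0.00148). The set was chosen after such a gene had been seen lower in the paper's own values from these libraries. Its p-values are therefore not independent evidence. With a correlation estimated from the data in place of the preset one, camera gave an adjusted p of 0.149. The estimate of 0.0115 was close to the preset 0.01, so this larger p does not show a strong correlation between the genes. The genes called lower were *all1440* (*nifK*, -2.54), *all1455* (*nifH*, -1.41) and a gene annotated *nifD* without an older tag. Under 2-fold, *alr2968* (*nifV*) changed by -0.66 (adjusted p = 4.59e-10) and *alr2803* (*nifJ*) by -0.33 (adjusted p = 0.0377), and in all 7 of the 9 genes were lower. The 6 genes that were not called had a median of -0.10, so whether a few genes account for the decrease of the set stays open. No single library made it, with a camera p of at most 0.0126 when each was left out. The size of the median did depend on the libraries. It ranged from -0.53 (without WT replicate 3) to -0.31 (without Δ*trcR* replicate 2), and it was -0.55 without a filter on low counts. With library sizes only the median was -0.0736 and that of all genes 0.28, so the smaller median reflects a shift of all genes, and the set passed there as well (camera, adjusted p = 3.26e-05, from 3.26e-05 to 0.274 over the alternatives). Since a factor per library moves all genes alike, these values do not decide on the scaling. The genes called lower had few counts, with 5 or 6 per Δ*trcR* library for *nifK*. At a mean count of at least 50 they are left out with others, and the 3 genes that remain, *alr1911*, *alr2803* and *alr2968*, did not pass as a set (median -0.32, adjusted p = 0.274), which does not test the genes left out. In 3 of 10 splits of the samples the median was as large, so chance cannot be excluded for the median of the set.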

How the results depend on the processing

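The alternatives were set before the data were examined, except DESeq2 with shrunken fold changes, which was chosen after seeing them.

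The 23 genes of Table 1 were called higher in Δ*trcR* under each of the 16 alternatives, and no gene called in the reported analysis was called in the opposite direction under any of them. The number of genes higher in Δ*trcR* stayed between 169 and 255 in the alternatives other than library sizes only (353), log2(FPKM + 0.1) (338) and glmTreat (128). The number of genes lower in Δ*trcR* depended more on the setting. It was 75 as reported, 45 with library sizes only, 36 with log2(FPKM + 1), 42 with log2(FPKM + 0.1), 34 with the filter at a mean count of 50, and 30 with glmTreat, against 68 with DESeq2, 89 with upper-quartile factors and 98 without a filter. The shares that were higher were 87.6% with log2(FPKM + 1) and 88.9% with log2(FPKM + 0.1), against 75.2% as reported. The stricter filter tests fewer genes (3770) and glmTreat asks for more evidence by its construction.

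Library sizes and FPKM moved the median of all genes by 0.22 to 0.26 on the log2 scale, and the calls followed. When the 20 most abundant genes, which take a larger share of the counts in WT, were left out of the library sizes, the median log2 fold change of all genes was 0.0687. This is consistent with a few abundant genes as the main source of the shift with library sizes only (0.28).

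The number of genes more than 8-fold higher stayed between 18 and 22 under every alternative, including 18 with shrunken fold changes. Those more than 8-fold lower were 2 as reported, 9 without a filter, 0 with the filter at a mean count of 50, which removed both genes, 1 with log2(FPKM + 1) and 1 with shrunken fold changes. With each library left out, they ranged from 2 to 4, the highest without Δ*trcR* replicate 3. The 7 genes added without a filter were removed by the low-count filter in the reported analysis. *all0854* was called lower in each of the 15 alternatives that tested it.

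The median log2 fold change of ribosomal protein genes, -0.05 as reported, was 0.21 with library sizes only, 0.20 (0.1989) with log2(FPKM + 1) and 0.20 (0.199) with log2(FPKM + 0.1), which is less than the shift of all genes in each case. With upper-quartile factors it was -0.12, the most negative value. It ranged from -0.0861 to -0.011 with each library left out, and the set passed the camera test only without Δ*trcR* replicate 1 (adjusted p = 0.0462). The median of aminoacyl-tRNA synthetase genes, 0.03 as reported, was 0.29 with library sizes only, 0.26 with log2(FPKM + 1), 0.27 with log2(FPKM + 0.1) and -0.041 with upper-quartile factors, and it ranged from -0.0005 to 0.0276 with each library left out. The changes of both medians with the scaling follow the shift of all genes and say nothing about the sets themselves. The *nif* set lost significance with the filter at a mean count of 50 (-0.32), where 3 of its 9 genes remain and those called lower are left out.

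Of the 39 genes covered by the rule for naming genes, each gene called in the reported analysis kept its direction and its call under every alternative that tested it. Other called genes did not all do so. Of the 8 genes from *all3317* to *all3325*, 6 were called with library sizes only and 5 with glmTreat, which also called 4 of the 5 genes from *all4000* to *alr4005* and 14 of the 15 from *alr3059* to *alr3073*. Among these 39 genes, changes of sign occurred only in genes that were not called. With library sizes only, *alr4167*, *all1284* and *alr2300* were at 0.25, 0.20 and 0.0783. With log2(FPKM + 1) they were at 0.22, 0.18 and 0.0567, and with log2(FPKM + 0.1) at 0.22, 0.18 and 0.0687. *alr4167* was at 0.0014 with the filter at a mean count of 50 and *all0852* at -0.0423 with upper-quartile factors. With each library left out, *alr4167* ranged from -0.10 to 0.0626, *all1284* from -0.11 to 0.0162 and *all0852* from -0.0117 to 0.0725. *all0852* reached 0.29 with library sizes only and 0.27 with both FPKM settings, where its adjusted p fell to as low as 0.000482 (up to 1 in the other alternatives), which follows the shift of all genes with these settings.

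With the replicate number as a block (replicate block), 229 genes were higher and 75 were lower, 19 and 2 of them by more than 8-fold. The numbers do not pair the libraries, because the deviations of same-numbered libraries from their group means had correlations of 0.05, 0.02 and -0.04 across genes.

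The 10 splits of the 6 samples into 3 against 3 cannot give a share under 0.1, so chance cannot be excluded by them for any count or median. The real split was the only 1 of the 10 splits with as many genes called at least 2-fold, the only 1 with as many called more than 8-fold, and the only 1 with as many genes of Table 1 called. The other splits called at most 0 genes with edgeR. Each of them mixes both strains in each group, so differences between the strains add to the spread within a group. Few calls can arise in such splits, and their absence adds no support to the real split. For the median of ribosomal protein genes 4 splits, and for that of aminoacyl-tRNA synthetase genes 5 splits, gave a value as large.

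Depth limits the lower genes most, since 40 of the 75 have a mean of under 50 counts. The tests of the motif upstream of the called genes and of the share of called genes on plasmids, with their alternatives, were not run.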

Differences from the paper's values

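No fold change of Table 1 differed from the value reported here by more than 1.5 times. Nor did the paper's numbers of genes higher, lower or more than 8-fold higher in Δ*trcR*. The genes more than 8-fold lower did differ, and *trcR* itself, most of whose ORF was deleted, had no counts in Δ*trcR*, as described below. For the genes higher in Δ*trcR* the paper's number is 203 and the deposited counts gave 227. For the genes lower the paper's text gives 63 and its legend of Supplementary Fig. 4 gives 66, against 75 here. For genes more than 8-fold higher the paper's number is 18, against 19 here, and the number was 18 with upper-quartile factors, with the filter at a mean count of 50, without Δ*trcR* replicate 1, and with DESeq2 with shrunken fold changes. The last setting was chosen after seeing the values and drops none of the genes that exceed 8-fold in Table 1. For each of the 23 genes of Table 1 the fold change here was above the paper's, by a median ratio of 1.06 and at most 1.36, for *all0768*. With shrunken fold changes, all 23 were below the paper's.

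The paper states that all genes changed more than 8-fold were upregulated in Δ*trcR*. In the counts, 2 genes were more than 8-fold lower, the deleted *all0854* and *all8030* (log2 fold change -3.37). Only with the filter at a mean count of 50 were there 0 such genes in edgeR, because the filter removed both.

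The paper lists *trcR* among the genes upregulated more than 8-fold in Δ*trcR*. The Δ*trcR* libraries had 0 counts of *all0854*, against 43, 63 and 62 in WT. Most of the ORF was deleted in this strain, so these counts follow from the deletion and do not show the activity of the *trcR* promoter. With a CFP reporter under that promoter, the paper reports strong fluorescence in Δ*trcR* and little in WT. The other 12 genes of that list exceeded 8-fold here as well.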

Other observations

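The tests of transcription running on from the *trcR* promoter and of a loss of the region around *alr8562* were chosen only after the result was seen. Genes that the paper does not name were chosen after their values were seen.

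*all0853*, the next gene beyond the deleted *all0854*, was higher in Δ*trcR*, at 175 ± 3.45 CPM against 115 ± 4.33 in WT (SD, n = 3, log2 fold change 0.60, standard error 0.05, adjusted p = 1.54e-09 from the quasi-likelihood test of edgeR). It did not reach 2-fold and was higher in 3 of 3 Δ*trcR* libraries. A hypothesis is that transcription from the *trcR* promoter, which the paper shows to be repressed by TrcR, runs on into *all0853* when the gene is deleted. The following gene, *all0852*, changed by 0.0279, and the gene after it, *alr0851*, rose by 0.53 (standard error 0.13, adjusted p = 0.00209), which transcription running on through an unchanged *all0852* does not account for. A transcript that ends in between, or an effect of the deleted sequence itself, cannot be told apart from it in gene counts.

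On the other side of the 23 tRNA genes that the gene table places between *alr8563* and *all8564*, the genes changed in opposite directions. *all8564* was higher in Δ*trcR* (log2 fold change 4.44), while *alr8563* (-2.77), *alr8562* (-2.09) and *alr8560* (-2.29) were lower in all 3 libraries. Between the last of these and *alr8562*, *asl8561* had too few counts for the test, with 4, 4 and 5 in Δ*trcR* against 1, 1 and 1 in WT. The tRNA genes were not analysed here. A loss of the surrounding region may be considered for the lower genes. The 7 nearest tested genes beside *alr8562* and *alr8563* had a median log2 fold change of -0.68 but ranged from -2.39 for *all8554* to the increase of *all8564*, too few genes to tell.

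Genes beside the groups of Table 1 were partly changed as well. *alr0738* and *alr0741*, on either side of *alr0739* and *alr0740*, were called higher (log2 fold changes 1.14 and 1.48), as was *alr0766* beside *all0767* (1.20), while *all0769* on the other side of *all0767* and *all0768* rose by 0.57 without reaching 2-fold. In contrast, *alr3300* and *alr3304* beside *alr3301* to *alr3303* changed by -0.20 and 0.42, *all0259* and *alr0264* beside *all0261* to *all0263* by -0.18 and 0.31, *alr1536* and *all1541* beside *alr1537* to *alr1540* by 0.41 and 0.48, and *all0858* beside *asr0855* to *alr0857* by -0.33, all under 2-fold.

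Genes of the translation apparatus as sets did not follow the targets that the paper relates to translation. The 51 ribosomal protein genes had a median log2 fold change of -0.05 (camera, adjusted p = 0.408, fry, adjusted p = 0.726) with 30 of them lower, and 0 were called. At an estimated correlation the adjusted p was 0.971. The 20 aminoacyl-tRNA synthetase genes had a median of 0.03 (camera, adjusted p = 0.951, fry, adjusted p = 0.726) with 12 of them higher, and 0 were called.

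*alr0444* and *alr4637* were lower in Δ*trcR* (log2 fold changes -2.41 and -2.38) and varied within WT, with 489, 339 and 151 counts of *alr0444* and 177, 119 and 59 of *alr4637* in WT replicates 1, 2 and 3. Both stayed called in 6 of 6 fits with a library left out, so no single library made the difference.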
